# Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate

**DOI:** 10.1038/s41422-019-0168-1

**Published:** 2019-04-25

**Authors:** Rui Gao, Xingqun Liang, Sirisha Cheedipudi, Julio Cordero, Xue Jiang, Qingquan Zhang, Luca Caputo, Stefan Günther, Carsten Kuenne, Yonggang Ren, Shoumo Bhattacharya, Xuejun Yuan, Guillermo Barreto, Yihan Chen, Thomas Braun, Sylvia M. Evans, Yunfu Sun, Gergana Dobreva

**Keywords:** Epigenetic memory, Chromatin remodelling, Developmental biology

## Abstract

Generation of widely differing and specialized cell types from a single totipotent zygote involves large-scale transcriptional changes and chromatin reorganization. Pioneer transcription factors play key roles in programming the epigenome and facilitating recruitment of additional regulatory factors during successive cell lineage specification and differentiation steps. Here we show that Isl1 acts as a pioneer factor driving cardiomyocyte lineage commitment by shaping the chromatin landscape of cardiac progenitor cells. Using an Isl1 hypomorphic mouse line which shows congenital heart defects, genome-wide profiling of Isl1 binding together with RNA- and ATAC-sequencing of cardiac progenitor cells and their derivatives, we uncover a regulatory network downstream of Isl1 that orchestrates cardiogenesis. Mechanistically, we show that Isl1 binds to compacted chromatin and works in concert with the Brg1-Baf60c-based SWI/SNF complex to promote permissive cardiac lineage-specific alterations in the chromatin landscape not only of genes with critical functions in cardiac progenitor cells, but also of cardiomyocyte structural genes that are highly expressed when Isl1 itself is no longer present. Thus, the Isl1/Brg1-Baf60c complex plays a crucial role in orchestrating proper cardiogenesis and in establishing epigenetic memory of cardiomyocyte fate commitment.

## Introduction

The differentiation of stem/progenitor cells into distinct lineages involves a coordinated series of large-scale transcriptional changes and chromatin reorganization. Tissue specific transcription factors cooperate with epigenetic modifiers to program the epigenome and establish cellular identity, which is further maintained by epigenetic regulatory mechanisms. To initiate cell programming, a special type of transcription factors, named pioneer transcription factors, engage developmentally silenced genes embedded in “closed” chromatin covered by nucleosomes.^1–4^ Pioneer factor binding on its own is not sufficient for gene activation, but it imparts competence for transcription by chromatin opening. Chromatin opening facilitates subsequent recruitment of additional transcription factors and other regulatory proteins, which work in concert to induce a cell-type-specific gene expression program during the successive steps involved in lineage specification and differentiation.^1–4^ During cardiogenesis, multiple transcription factors cooperate and are integrated in regulatory networks, which strictly control a transcriptional program that ensures proper heart development.^5–8^

Isl1, a LIM-homeodomain transcription factor is transiently expressed in second heart field (SHF) progenitor cells before their differentiation and integration into the heart tube.^9^ These cells are added to the arterial and venous poles of the heart tube allowing its continuous growth and complex morphogenetic patterning.^8–10^ Defects in specification, deployment and differentiation of SHF cardiac progenitor cells (CPCs) are largely responsible for the high rate of congenital cardiac abnormalities in humans, underscoring the importance of a more integrated understanding of the mechanisms driving SHF-mediated cardiogenesis.^11^ The key role of Isl1 in SHF development is evident from genetic studies in mice, showing that Isl1-deficient mouse embryos lack all structures derived from the SHF including the right ventricle (RV), the outflow tract (OFT) and large portions of the atria, since Isl1 is required for proliferation, survival, migration of SHF CPCs and their differentiation into the different cardiac lineages.^9,12–14^ Importantly, recent studies identified association of *ISL1* variants and deletion with congenital heart disease.^15–17^ Despite the critical role of Isl1 in cardiac development and disease, detailed insights into its molecular mode of action are critically missing.

The Brg1-based SWI/SNF complex acts as a global transcriptional regulator by altering chromatin structure and DNA accessibility. Brg1, the catalytic component of the complex, utilizes energy from ATP hydrolysis to disrupt or reposition nucleosomes, thereby activating or repressing transcription, depending on the inclusion or exclusion of specific accessory factors.^18^ Mice haploinsufficient for *Brg1* exhibit cardiac morphogenetic defects, suggesting a key role of Brg1 in heart development.^19^ The functional versatility of the Brg1-based SWI/SNF complex is highly determined by the dynamic assembly of BAF subunits, some of which show a cell-type-specific expression pattern. Consistently, depletion of the cardiac-specific subunit of the Brg1 complex *Baf60c* leads to severe cardiac abnormalities.^20^ Moreover, Baf60c mediates the interaction between the core cardiac transcription factors Tbx5, Nkx2-5, Gata4 and the Brg1 complex, thereby regulating expression of their target genes.^20^ Importantly, Baf60c was shown to promote cardiomyocyte fate and differentiation of non-cardiogenic mesoderm in concert with Gata4 and Tbx5 by facilitating the binding of Gata4 to its cardiac-specific target genes and inducing hierarchical downstream regulatory networks.^21^

Here we show that Isl1 acts as a pioneer factor in cardiomyocyte fate commitment by shaping the epigenetic landscape of CPCs. On the one hand, Isl1 binds to and regulates the expression of transcription factors, epigenetic modifiers and signaling molecules with critical functions and high expression in CPCs. On the other hand, in CPCs Isl1 also binds to cardiomyocyte structural genes and genes involved in cardiomyocyte function, well before these genes become highly expressed in differentiating cardiomyocytes. Our data further demonstrate that Isl1 binds to closed chromatin and works in concert with the Brg1-Baf60c-based SWI/SNF complex to induce permissive cardiac lineage-specific alterations in the chromatin landscape of CPCs enabling the subsequent activation of genes defining cardiomyocyte identity in cardiomyocytes, when Isl1 itself is switched off.

## Results

### *Isl1* hypomorphic embryos show defects in cardiac morphogenesis, cardiomyocyte differentiation and maturation

To investigate the mechanisms through which Isl1 regulates cardiogenesis, we utilized an *Isl1* knockout mouse line, which shows early embryonic lethality^9,22^ and an *Isl1* hypomorphic mouse line (Supplementary information, Fig. S1a–d),^23^ which survives until birth, allowing us to analyze the role of Isl1 in SHF structures that are dependent on Isl1, as well as during later stages of embryonic heart development. Consistent with human studies which identified *ISL1* variations and deletions contributing to congenital heart disease,^16,17^ all *Isl1* hypomorphic mice (*Isl1*-f;neo/f;neo) died shortly after birth with severe cardiac malformations. Wholemount and histological analyses of *Isl1* hypomorphic embryos at E12.5 (Fig. 1a, b) and E17.5 (Fig. 1c, d) revealed various degrees of cardiac outflow tract (OFT) septation abnormalities, including partial OFT septal defects with aortic stenosis and misalignment (Fig. 1a, middle panel, Fig. 1b) and persistent truncus arteriosus (PTA) (Fig. 1a, right panel, Fig. 1c, d). Nearly all *Isl1* hypomorphic mice presented ventricular septal defects (VSDs) and atrial septal defects (ASDs) (Fig. 1d). MRI and 3D reconstructions confirmed the presence of various cardiac outflow tract (OFT) abnormalities, VSDs and ASDs (Fig. 1e, f).

**Fig. 1:**
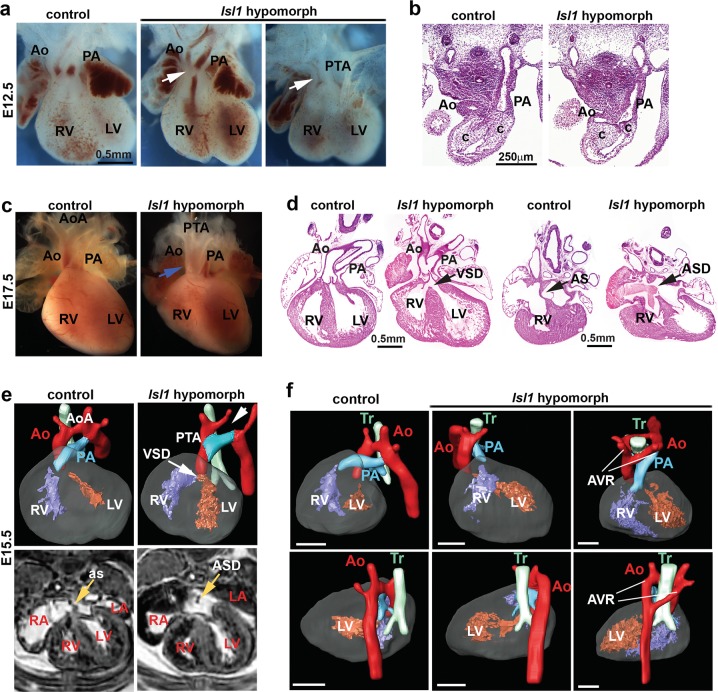
Reduced Isl1 expression leads to defects in cardiac morphogenesis. **a**, **b** Wholemount and histological analysis of E12.5 hearts of control and *Isl1* hypomorphs littermates showing impaired septation of the aorta (Ao) and pulmonary artery (PA) in *Isl1* hypomorphs. Examples of *Isl1* hypomorph showing partial septation of the aorta and the pulmonary artery with misaligned and hypoplastic aorta (**a**, middle panel, and **b**), and *Isl1* hypomorph showing persistent truncus arteriosus (PTA, arrow). Cushion, c; Aorta, Ao; left ventricle, LV; right ventricle, RV. **c** Macroscopic appearance of E17.5 control and *Isl1* hypomorphic heart with PTA (arrow). **d** Histological analysis of *Isl1* hypomorphic hearts at E17.5 showing atrial septal defect (ASD, arrow), ventricular septal defect (VSD, arrow) and PTA compared to control hearts. At E17.5, a proportion of the mutant hearts are dilated. Atrial septum, AS. **e**, **f** MRI and 3D reconstruction of control and *Isl1* hypomorphic hearts at E15.5 showing PTA, VSD and ASD (**e**) or other complex outflow tract phenotypes (**f**), e.g. right aortic arch (**f**, middle panel) and aortic vascular ring (AVR) (**f**, right panel). Aorta, Ao; aortic arch, AoA; pulmonary artery, PA; trachea, Tr; left ventricle, LV; right ventricle, RV; as, atrial septum; atrial septal defect (ASD), ventricular septal defect (VSD)

Detailed histological analysis revealed that the right ventricular compact myocardium of *Isl1* hypomorphic mice was thinner than that of control littermates at E12.5 (Fig. 2a, c) and E17.5 (Fig. 2b, c). In contrast, left ventricular wall thickness in *Isl1* hypomorphic mice was relatively normal in embryos with no significant ventricular dilation (Fig. 2a–c). Co-immunostaining for alpha-actinin and BrdU together with staining for MF20 and BrdU at E12.5 and E17.5 revealed significantly decreased cardiomyocyte proliferation in *Isl1* hypomorphic hearts and markedly decreased MF20 immunoreactivity (Fig. 2d, e; Supplementary information, Fig. S1e, f). Further, qPCR analysis for *Myh6* and *Myh7* as well as immunostaining for MF20 on E15.5 cardiomyocytes in culture revealed decreased expression of cardiac myosins and less prominent sarcomere structures (Fig. 2f, g), suggesting defects in differentiation of cardiac progenitors and in sarcomeric maturation.

**Fig. 2:**
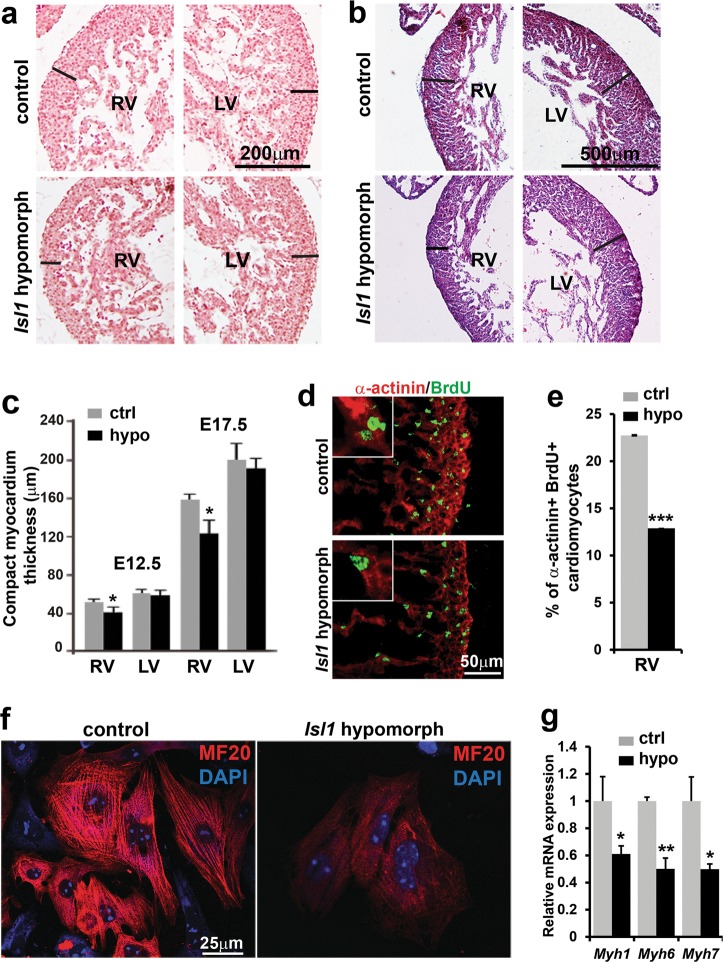
Reduced Isl1 expression leads to defects in cardiomyocyte proliferation, differentiation and maturation. **a**–**c** Reduced wall thickness of right ventricle in *Isl1* hypomorphic hearts compared to the control littermates at E12.5 (**a**, **c**) and E17.5 (**b**, **c**). Left ventricle wall thickness in *Isl1* hypomorphic hearts is largely comparable to the controls when mutant hearts are not significantly dilated. Data represent mean ± SEM, *n* = 6. **d** Co-immunostaining of control and *Isl1* hypomorphic right ventricles with BrdU and α-actinin at E12.5. **e** Percentage of BrdU-labeled cardiomyocytes (BrdU^+^/α-actinin^+^ cells) in RV free wall at E12.5, showing a marked reduction in the number of proliferating cardiomyocytes in *Isl1* hypomorphs. Data represent mean ± SEM, *n* = 4. **f** Markedly reduced MF20 staining and less prominent sarcomere structure in cardiomyocytes isolated from control and *Isl1* hypomorphic E15.5 hearts. **g** Relative *Myh1*, *Myh6* and *Myh7* mRNA expression in isolated *Isl1* hypomorphic cardiomyocytes compared to control cardiomyocytes. Statistical significance in this and all other Figs., unless otherwise stated, was determined by two tailed student *t*-test *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.005

### Isl1 orchestrates a complex gene regulatory network driving cardiogenesis

To gain insight into the molecular mechanisms underlying Isl1 function in cardiogenesis we performed RNA-Seq from dissected pharyngeal mesoderm and hearts of E8.75 *Isl1* knockout embryos as well as OFT and RV of E10.5 *Isl1* hypomorphic embryos, structures derived from the Isl1^+^ SHF CPCs (Fig. 3a, b; Supplementary information, Fig. S1a–d, Tables S1 and S2). We identified 569 differentially expressed genes in E8.75 *Isl1* knockout embryos and 899 differentially expressed genes in OFT and RV of E10.5 *Isl1* hypomorphic embryos (fold change >1.5; log2 fold change <−0.58, >0.58; *p*-value < 0.05, Supplementary information, Fig. S2a–d). Gene Ontology (GO) analysis revealed over-representation for GO terms linked to cardiac muscle contraction, heart development, atrial septum and OFT morphogenesis in genes downregulated in E8.75 *Isl1* knockout embryos, whereas genes involved in proximal distal pattern formation were overrepresented in upregulated genes (Fig. 3a). At E10.5, in addition to many transcriptional regulators of cardiac morphogenesis, we found significant overrepresentation of genes involved in cell adhesion and differentiation that have been shown to play key role in cardiac looping morphogenesis, cushion formation, neural crest addition, ventricular and OFT septation (Fig. 3b). Interestingly, we identified genes involved in erythroid development and hemogenic lineage specification in genes upregulated upon Isl1 loss (Fig. 3b).

**Fig. 3:**
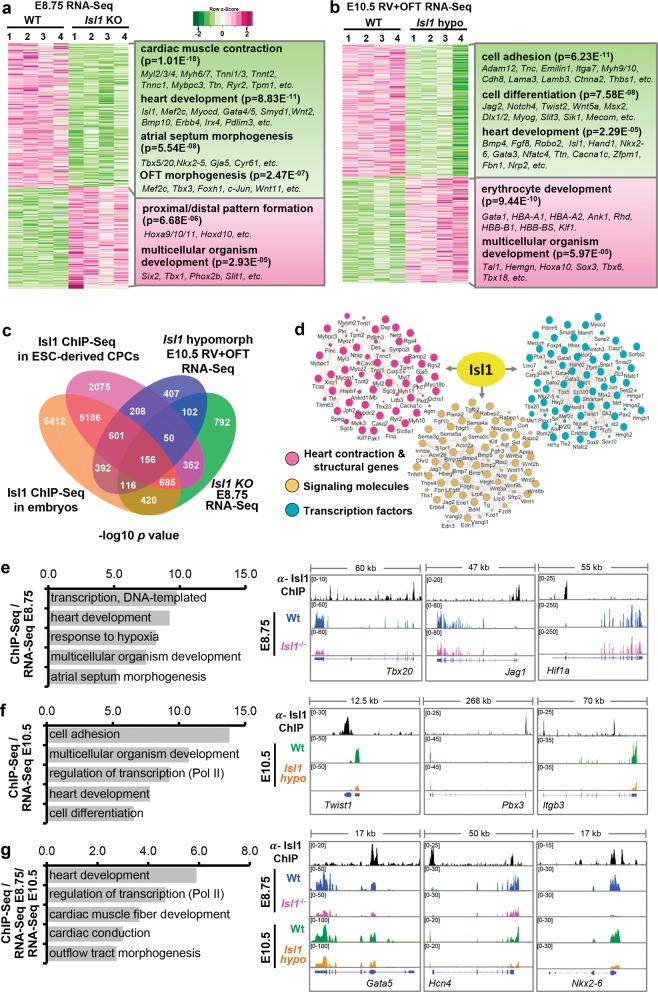
Isl1 orchestrates a complex gene regulatory network driving cardiogenesis. **a**, **b** Heatmap representation of RNA-Seq analysis of dissected pharyngeal mesoderm and hearts of wild-type and E8.75 *Isl1* knockout embryos (**a**) as well as dissected OFT and RV of E10.5 wild-type and *Isl1* hypomorphic embryos (*n* = 4, fold change >1.5; log2 fold change <−0.58, >0.58; *p*-value < 0.05) (**b**). GO terms enriched among genes downregulated or upregulated upon Isl1 loss-of-function and representative genes within these GO terms are presented on the right side of the panel. **c** Venn diagram representing the overlap of genes bound by Isl1 in E8.25-E9 embryos or ESC-derived CPCs (*n* = 2) and differentially expressed in dissected pharyngeal mesoderm/ hearts of E8.75 *Isl1* knockout embryos as well as OFT and RV of E10.5 *Isl1* hypomorphic embryos compared to control embryos (*n* = 4). **d** Isl1-regulated gene network identified using GeneMANIA and Cytoscape. **e**–**g** GO terms enriched in genes bound by Isl1 in ESC-derived CPCs or E8.25-E9 embryos and deregulated in E8.75 *Isl1* knockout embryos (**e**), in E10.5 OFT+RV of *Isl1* hypomorphic embryos (**f**), or in both E8.75 *Isl1* knockout embryos and E10.5 OFT+RV of *Isl1* hypomorphic embryos (**g**). Examples of genes regulated and bound by Isl1 in (**e**–**g**), showing genome tracks of Isl1 ChIP-Seq in CPCs and RNA-Seq reads, are presented on the right side of the panel

Next, we performed chromatin immunoprecipitation followed by sequencing (ChIP-Seq) to map the genome-wide binding of Isl1 in dissected cardiogenic regions of E8.25-E9 embryos and in ESC-derived CPCs to identify Isl1 primary downstream targets (Supplementary information, Tables S3 and S4). 

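For the embryo ChIP-Seq, cardiogenic regions of E8.25-E9 embryos were crosslinked with 1% formaldehyde for 15 min, and nuclei were isolated and frozen. Material of about 60 to 80 embryos was then pooled, lysed and sonicated to fragments of 200 to 500 bp. Chromatin was precipitated with 2 to 5 µg of an anti-Isl1 antibody. The authors mapped the reads to mm9 with bowtie2, removed PCR duplicates, called peaks with MACS, removed peaks over the ENCODE blacklist and assigned each peak to the closest TSS. The deposited values are the position of each peak, its distance to that TSS and the name of the gene. No height, enrichment or p-value is given per peak and the number of reads is unknown, so peaks could not be weighted by their strength. The list was deposited for 1 ChIP sample. The legend of Fig. 3c gives n = 2 for the ChIP-Seq, and the methods describe intersecting the peaks of experimental replicates without naming the embryo samples. Whether the list is already such an intersection could not be settled, and no replicate check of binding in embryos could be made here. The signal of the matching input was not analysed here.
The list held 48295 peaks with a median width of 466 bp, ranging from 175 to 3426 bp. The median distance of a peak to the closest TSS was 58.8 kb. Within 10 kb of the TSS lay 7697 peaks (15.9%), and within 1 kb lay 1245 peaks (2.58%). The peaks were assigned to 12972 genes, of which 11088 were protein-coding and were used for all comparisons by gene. Of the protein-coding genes, 4556 had a single peak. The genes with the most peaks were Lrrc4c with 85 peaks, Pcdh9 with 72, Cntnap5a with 60, Cntnap2 with 55 and an uncharacterized RIKEN cDNA gene with 52. All 1998 rows of Table S3 that were read, which lie on chromosome 10, had the same position in the deposited list.
The sequence under the peaks was taken from the mm9 genome. Within 100 bp of the midpoint, 45437 peaks (94.1%, 95% Wilson interval 93.9 to 94.3%) held an uninterrupted run of at least 25 purines or 25 pyrimidines, against 3.93% of windows of the same size placed 1 kb to either side. Repeats of CT or GA over 4 units or more were present in 56.1% of the peaks and in 4.91% of the windows at 1 kb. The same run was found at 16.5% of the 1998 CPC Isl1 peaks read from Table S4 and at 1.95% of the 1998 E8.75 ATAC-Seq peaks read from Table S8. The remaining 2858 embryo peaks had no such run and were assigned to 2056 protein-coding genes.

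**Figure D1:**
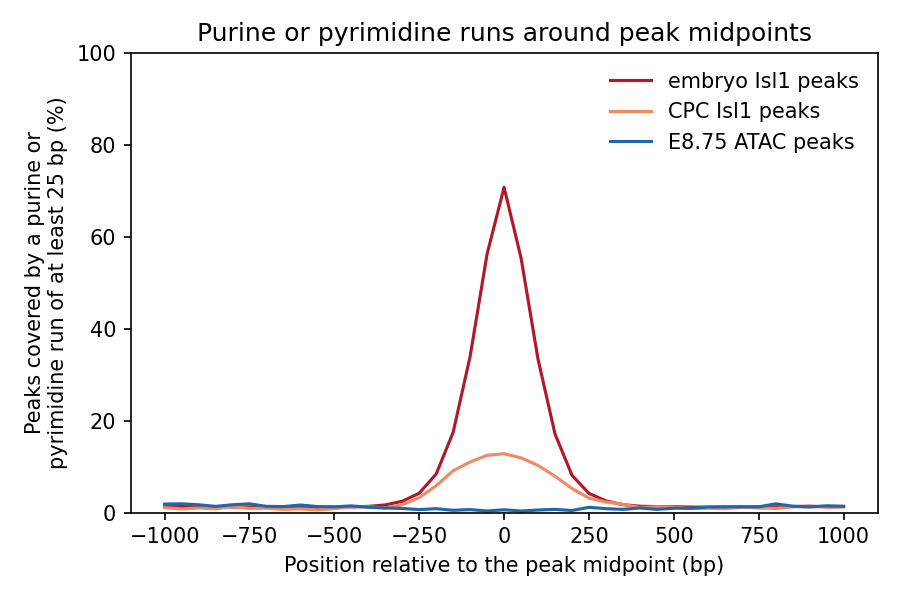
Share of peaks, in percent, whose base at each position is part of a run of at least 25 purines or pyrimidines, plotted against the position relative to the peak midpoint in bp, for the embryo Isl1 peaks, the CPC Isl1 peaks and the E8.75 ATAC-Seq peaks. At the midpoint, 70.8% of the embryo Isl1 peaks and 12.8% of the CPC Isl1 peaks are covered.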

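Isl1 binding in ESC-derived CPCs was compared with binding in embryos over the part of the CPC peak list of Table S4 that was read, 1998 peaks on chromosomes 1, 10 and 11. These peaks were assigned to 1220 protein-coding genes, of which 817 (67.0%, 95% Wilson interval 64.3 to 69.5%) also had at least 1 peak in embryos. Among all 1820 protein-coding genes in the rows read from Table S1, chosen without regard to binding, 972 (53.4%, interval 51.1 to 55.7%) had a peak in embryos. CPC-bound genes reached a similar share when the embryo peaks were shifted along the chromosomes 1000 times and assigned to the closest GENCODE TSS: of the 1116 CPC-bound genes found there, 68.8% were bound on average after shifting and 67.1% at the observed positions (one-sided permutation p = 0.939). Counting only embryo peaks within 10 kb of the TSS moved the share of CPC-bound genes most among the planned settings, to 30.8%. With the 2858 embryo peaks that held no purine or pyrimidine run, a setting chosen after seeing the data, it was 16.6%.
When the positions of the peaks were compared instead of the names of the genes, 424 of the 1998 CPC peaks (21.2%, interval 19.5 to 23.1%) overlapped an embryo peak by at least 1 bp. After circular shifts of the CPC peaks within each chromosome, repeated 1000 times, 2.91% overlapped on average and 4.05% at most (one-sided permutation p = 0.001, the smallest that these shifts can give). A purine or pyrimidine run lay at 294 of the 424 overlapping CPC peaks (69.3%) and at 35 of the 1574 others (2.22%).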

71% of genes bound by Isl1 in ESC-derived CPCs were also bound in E8.25-E9 embryos (Fig. 3c). Importantly, 75% of genes deregulated in E8.75 Isl1 knockout embryos were bound by Isl1, whereas 67% of genes deregulated in OFT and RV of E10.5 *Isl1* hypomorphic embryos were bound by Isl1  (Fig. 3c). 

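The overlap of binding and expression was recomputed for the embryo peaks alone, with the expression changes that the paper lists in the rows read from Tables S1 and S2. Genes counted as deregulated with an absolute log2 fold change above 0.58 and a p-value below 0.05, as in the paper, among protein-coding genes with a mean normalized count of at least 10. In E8.75 Isl1 knockout embryos, 39 of 1077 such genes were deregulated, and 23 of them (59.0%, 95% Wilson interval 43.4 to 72.9%) had an Isl1 peak in embryos. Of the 1038 other genes, 585 (56.4%, interval 53.3 to 59.3%) had one, and no difference was detected (odds ratio 1.11, two-sided Fisher's exact test, p = 0.87). With 39 genes the interval is wide and does not rule a difference out. The p-values that define deregulated genes are not adjusted for multiple testing, so genes without a real change may be among them and would blur a difference. In OFT and RV of E10.5 Isl1 hypomorphic embryos, 47 of 62 deregulated genes (75.8%, interval 63.8 to 84.8%) had a peak against 538 of 983 others (54.7%, interval 51.6 to 57.8%), a difference beyond sampling error (odds ratio 2.59, two-sided Fisher's exact test, p = 0.00137).
Expression level affected these shares little. Among 10000 random lists matched on mean expression, the deregulated genes at E8.75 stood at percentile 61.6, where the median list reached 56.4%, and those at E10.5 at percentile 99.9, where the median list reached 58.1%. Of the genes deregulated at a single stage, 21 of 35 at E8.75 and 45 of 58 at E10.5 had a peak, and this difference between the stages did not hold up (two-sided Fisher's exact test, p = 0.0986). When only peaks within 10 kb of the TSS were counted, 35.5% of the genes deregulated at E10.5 were bound, against 28.2% of others. This difference was not past the threshold of 0.05 (p = 0.246, Fisher's exact test). Neither was that of the 31 downregulated genes alone, a smaller set (71.0% against 54.7%, odds ratio 2.02, p = 0.0976, Fisher's exact test). The 31 upregulated genes alone kept a difference past it (80.6%, odds ratio 3.45, p = 0.0051, Fisher's exact test). Peaks without a purine or pyrimidine run, chosen after seeing the data, gave 19.4% against 12.6%, not past it (p = 0.17, Fisher's exact test). The remaining settings kept the difference past the threshold. Gene spacing gave part of the difference: with the closest GENCODE TSS the gap was 22.4 percentage points, against 11.6 on average after shifting the peaks (one-sided permutation p = 0.006). The tests treat genes as independent, and the binding behind them comes from 1 deposited peak list. The rows read hold only part of the deregulated genes that the paper counts. Whether they represent the rest was not tested.

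**Figure D2:**
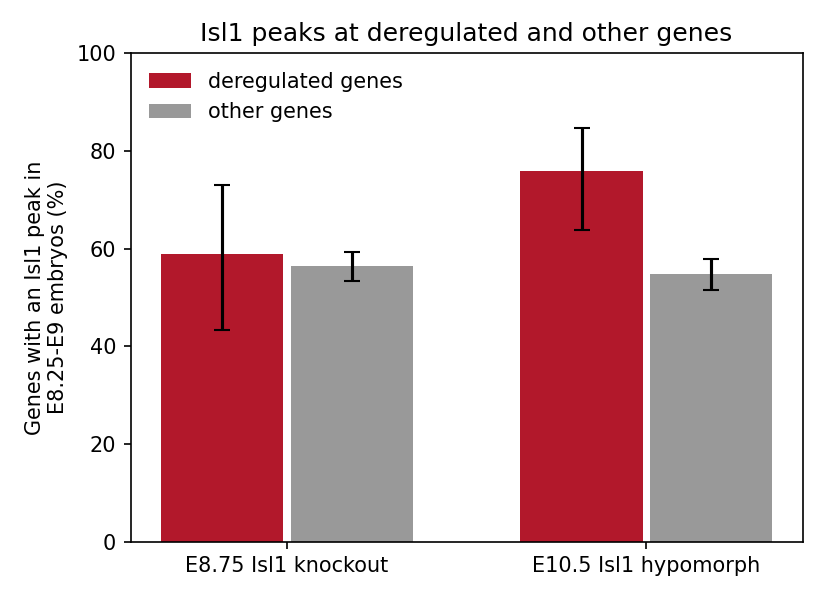
Share of genes, in percent, with an Isl1 peak in E8.25-E9 embryos among deregulated genes (red bars) and other genes (grey bars) of E8.75 Isl1 knockout and E10.5 Isl1 hypomorphic embryos. Error bars are 95% Wilson intervals, which overlap at E8.75 and are separate at E10.5.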

Gene network analysis uncovered distinct groups of Isl1 primary downstream targets (Fig. 3d). These included: *(i)* transcription factors and epigenetic modifiers, such as *Myocd*,^12^ *Mef2c*, *Hand2*,^24^ known Isl1 downstream targets, and other key regulators of cardiac development, such as *Gata4/5*, *Tbx5/20*, *Msx2*, *Hopx*, *Baf60c* (*Smarcd3*); *(ii)* signaling molecules, such as *Fgf10*,^25^ and other key components of the Wnt, Bmp, Notch and Fgf signaling pathways; *(iii)* cardiomyocyte structural genes and genes involved in cardiac contraction, such as *Ttn*, *Ryr2, Mlc1v, Tmod1, Tpm1, Mybpc3*. 

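Among the transcription factors and epigenetic modifiers named in this network, 7 of 10 had at least 1 Isl1 peak in embryos by the closest TSS. Hand2 had 1 peak, on chromosome 8 of mm9 from 59800361 to 59801032, over an exon of the gene and 0.916 kb downstream of its TSS, and this peak held no purine or pyrimidine run. Myocd had 1 peak, in an intron on chromosome 11 from 65052421 to 65053149, 30.7 kb downstream of the TSS. Mef2c had 8 peaks, the closest on chromosome 13 from 83598431 to 83598776 in intergenic sequence 44.4 kb upstream. Tbx5 had 10 peaks, the closest 17.9 kb upstream, and Tbx20 had 3 peaks, the closest 110.2 kb upstream. Msx2 had 5 peaks, the closest 15.6 kb upstream, and Hopx had 3 peaks, the closest in an intron 4.03 kb downstream. The closest peaks of Myocd, Mef2c, Tbx5, Tbx20, Msx2 and Hopx all held a run. Gata4, Gata5 and Smarcd3 had no peak assigned in the embryo list.
Of the signaling molecules, Fgf10 had 8 peaks, the closest on chromosome 13 from 119496342 to 119496834, 6.92 kb upstream of the TSS the authors used and within an annotated intron, and none of the 8 was free of a run. Isl1 itself had 33 peaks, the closest in intergenic sequence 3.74 kb upstream of its TSS, and none of the 33 was free of a run. Over the 28 transcription factor, signaling and structural genes taken from the paper's lists of Isl1 targets, 25 had a peak, with 103 peaks in all. The paper identified its targets from binding in embryos and CPCs, so these 25 genes are no independent test of binding. The count fell to 11 genes with peaks within 10 kb of the TSS, and to 6 genes with peaks that held no run, the latter a setting chosen after seeing the data.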

The observation that Isl1 binds to cardiac structural genes is consistent with the disrupted sarcomerogenesis in *Isl1* hypomorphic embryos but is somewhat surprising because cardiac structural genes are only highly expressed when Isl1 transcription is turned off.

GO analysis after intersection of the RNA-Seq data with ChIP-Seq data revealed overrepresentation of GO terms linked to heart development, cell adhesion and differentiation, atrial septum and outflow tract morphogenesis, as well as cardiac muscle fiber development and cardiac conduction (Fig. 3e–g). This is consistent with the defects observed in *Isl1* hypomorphic embryos. Importantly, we observed enrichment of GO terms involved in response to hypoxia in E8.75 embryos (Fig. 3e) consistent with the critical role of Isl1 in regulating SHF progenitor cell function in response to spatial differences in oxygenation during cardiogenesis.^26^ Expression analysis confirmed the significant downregulation of selected genes involved in OFT development in dissected pharyngeal mesoderm and OFT regions of E8.5 embryos and in dissected OFT and RV of E10.5 *Isl1* hypomorphic embryos (Supplementary information, Fig. S2e, f). Furthermore, cardiomyocyte structural and contraction genes were significantly downregulated in dissected OFT and RV of E10.5 and RV of E13.5 *Isl1* hypomorphic embryos (Supplementary information, Fig. S2f, g). In contrast, no differences were observed in LV of *Isl1* hypomorphic embryos (Supplementary information, Fig. S2h).

Isl1 directly bound genes encoding structural and contractile components of cardiomyocytes. This, together with the downregulation of expression of these genes in *Isl1* hypomorphs at later developmental time points when Isl1 is no longer expressed, support the hypothesis that Isl1 might play a decisive role in establishing a transcriptional memory of cardiomyocyte lineage fate commitment during heart development.^27,28^ 

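The 6 structural and contractile genes that the paper lists in its network, which are not all such genes named in the paper, each had an Isl1 peak in embryos by the closest TSS, with 9 peaks between them, and each of the 9 peaks held a purine or pyrimidine run. The network holds targets identified from binding in embryos and CPCs, so finding peaks at all 6 genes is no independent test of binding. The Mybpc3 peak was the closest to a TSS, on chromosome 2 of mm9 from 90956678 to 90957161, in intergenic sequence 1.38 kb upstream. The peak of Myl3, the gene of Mlc1v, lay in an intron on chromosome 9 from 110669744 to 110670310, 3.84 kb downstream of the TSS. Further away were the Ttn peaks, the closest 20.1 kb upstream, and the single peaks of Tpm1, 29.2 kb downstream, and Tmod1, in an intron 49.1 kb downstream. Ryr2 had 2 peaks, the closest in an intron on chromosome 13 from 12095320 to 12095827, 103.6 kb downstream of its TSS. With peaks within 10 kb of the TSS, 2 of the 6 genes remained. Outside this list, Actc1 and Myh3, which the paper does not present as direct targets, had 0 peaks.
From the binding of Isl1 to such genes and their lower expression in hypomorphs at stages when Isl1 is no longer expressed, the paper proposes that Isl1 might have a role in establishing a transcriptional memory of the cardiomyocyte fate.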

To further confirm the transient requirement of Isl1 in CPCs for expression of such genes for structural and contractile cardiomyocyte components, we knocked down Isl1 at distinct stages of directed cardiac differentiation of mouse embryonic stem cells (mESCs)^29^ (Fig. 4a; Supplementary information, Fig. S3a, b): at day 4 during the differentiation of mesodermal precursors into cardiac progenitors; or at day 8, after the appearance of beating cardiomyocytes. *Isl1* mRNA levels were high at both stages in control cells (Supplementary information, Fig. S3c). In all our ESC-based experiments we used Nkx2-5–GFP mESCs, which allows monitoring of the differentiation efficiency of ESCs (Supplementary information, Fig. S3d–f). Importantly, cardiomyocyte marker genes and Isl1 direct targets were significantly downregulated at day 10 of cardiomyocyte differentiation only when Isl1 was downregulated at day 4 but not at day 8 (Fig. 4a). Taken together, these data support the requirement of Isl1 in CPCs in setting up a transcriptional program to ensure proper cardiomyocyte differentiation.

**Fig. 4:**
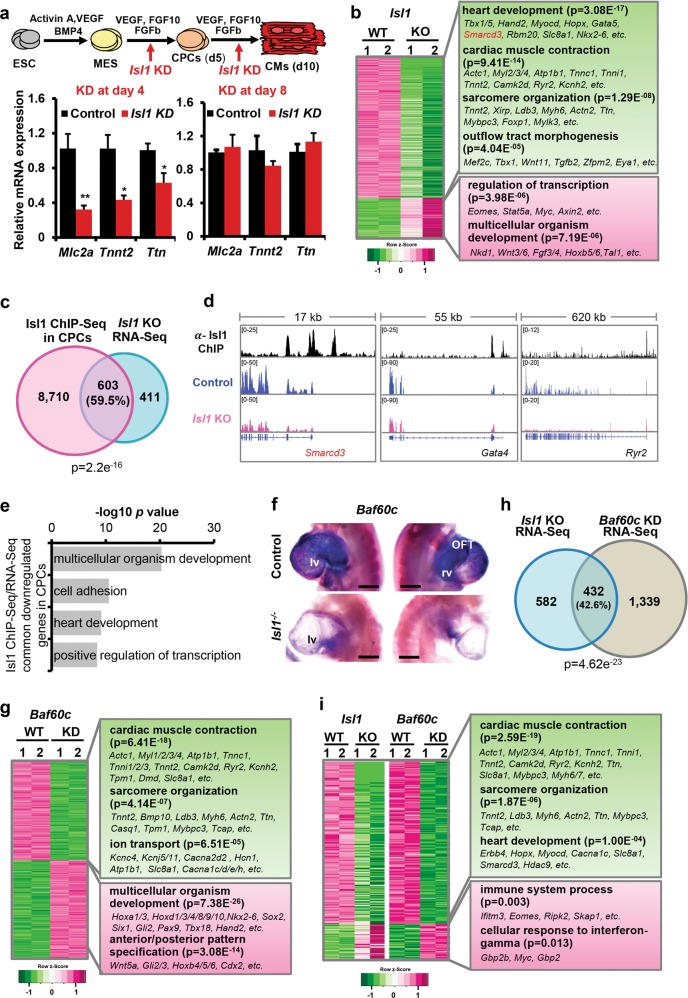
Baf60c is a key Isl1 downstream target. **a** Scheme depicting distinct stages of directed cardiac differentiation (top). Relative mRNA expression of selected cardiomyocyte contraction and structural genes at day 10 of cardiac differentiation after *Isl1* KD at day 4 (left panel) or at day 8 (right panel). Data are presented as mean ± SEM, *n* = 3. **b** Heatmap representation of RNA-Seq analysis of FACS-sorted Nkx2-5^+^ CPCs derived from wild-type and *Isl1*^−/−^ ESCs (*n* = 2; fold change >1.5; log2 fold change <-0.58, >0.58; *p*-value < 0.05). **c** Overlap between genes bound by Isl1 in mESC-derived CPCs and differentially expressed in sorted *Isl1*^−/−^ compared to control CPCs. **d** Examples of genes regulated and bound by Isl1 in mESC-derived CPCs, showing genome tracks of Isl1 ChIP-Seq and RNA-Seq reads of sorted control and *Isl1*^−/−^ mESC-derived CPCs. **e** GO terms enriched in genes bound by Isl1 in mESC-derived CPCs and downregulated in Isl1 knockout CPCs. **f** WT and *Isl1* knockout E9.5 embryos viewed from the left (left panels) and the right (right panels) after in situ hybridization with a Baf60c probe. Scale bars, 200 µm. Abbreviations: rv, right ventricle; lv, left ventricle; OFT, outflow tract. **g** Heatmap representation of RNA-Seq analysis of FACS-sorted Nkx2-5^+^ CPCs derived from control and Baf60c knockdown mESCs (*n* = 2; fold change >1.5; log2 fold change <−0.58, >0.58; *p*-value < 0.05). **h** Overlap of deregulated genes in sorted *Isl1*^−/−^ and Baf60c knockdown CPCs. **i** Heatmap of genes downregulated or upregulated in both *Isl1* knockout and *Baf60c* knockdown versus control CPCs. Representative genes and enriched GO terms are presented on the right side

### Baf60c is a key Isl1 downstream target

Epigenetic mechanisms are central to establishment and maintenance of transcriptional memory.^28,30–33^ To find epigenetic modifiers employed by Isl1 to establish inheritance of cardiomyocyte lineage identity, and to further identify genes directly regulated by Isl1 in CPCs, we performed RNA-Seq of sorted Nkx2-5–GFP^+^CPCs derived by differentiation of control or *Isl1*^−/−^ Nkx2-5–GFP mESCs (Supplementary information, Fig. S4a, b). We identified 1014 differentially expressed genes (fold change >1.5; log2 fold change <−0.58, >0.58; *p*-value < 0.05, Fig. 4b, Supplementary information, Fig. S4c, d, Table S5). Intersection of this RNA-Seq data to ChIP-Seq data from ESC-derived CPCs revealed 59.5% overlap and identified 603 genes that were bound by Isl1 in CPCs and were deregulated upon Isl1 loss (Fig. 4c). GO analysis of genes downregulated in *Isl1*^−/−^ CPCs that were bound by Isl1 revealed over-representation of GO terms linked to cell adhesion, positive regulation of transcription and heart development (Fig. 4e). In contrast, upregulated genes were enriched for genes involved in hematopoiesis (Supplementary information, Fig. S4e), consistent with the results from *Isl1* loss-of-function embryos. Given the antagonistic relationship between hemangiogenic and cardiogenic mesoderm specification,^34^ this might suggest that Isl1 is important for establishing cardiac fate and prevents the acquisition of hemogenic fate. Comparison of Isl1 primary downstream targets deregulated in E8.75 *Isl1* knockout embryos and *Isl1* knockout ESC-derived CPCs identified known Isl1 downstream targets, such as *Myocd* and *Mef2c*,^24^ as well as many novel primary downstream targets with a role in cardiogenesis (Fig. 4d, Supplementary information, Fig. S4f). One of the targets, *Baf60c* (*Smarcd3*), a cardiac-specific component of the Brg1-based SWI/SNF chromatin remodeling complex plays a crucial role in heart development.^19,20^ *Baf60c* levels were significantly decreased in *Isl1* hypomorphic embryos and *Isl1* knockout embryos, confirming Baf60c as a primary downstream target of Isl1 (Fig. 4f, Supplementary information, Fig. S4f, g). To address whether Baf60c may play a role in mediating Isl1 function in cardiogenesis we performed RNA-Seq of sorted Nkx2-5–GFP^+^CPCs derived by directed differentiation of control or *Baf60c* knockdown Nkx2-5–GFP mESCs.^29^ The RNA-Seq data identified 1771 differentially expressed genes following *Baf60c* depletion (fold change >1.5; log2 fold change <−0.58, >0.58; *p*-value < 0.05, Supplementary information, Fig. S4h, i, Table S6). GO analysis of downregulated genes upon Baf60c depletion showed that Baf60c activates genes involved in cardiac muscle contraction, sarcomere organization and ion transport but represses genes involved in anterior/posterior pattern specification (Fig. 4g). Intersection of the RNA-Seq datasets from *Isl1* KO and *Baf60c* knockdown ESC-derived CPCs showed that 42.6% of the genes deregulated by *Isl1* loss-of-function are also deregulated upon *Baf60c* knockdown (Fig. 4h) and revealed that genes activated by both Isl1 and Baf60c are involved in cardiac muscle contraction and sarcomere organization (Fig. 4i). These results indicate that Baf60c may work in an axis with Isl1 to promote chromatin reorganization at cardiomyocyte structural and contractile protein encoding genes in CPCs well before these genes are highly expressed in differentiating cardiomyocytes.

### Isl1 works in concert with the Brg1-based SWI/SNF complex to regulate its target gene expression

Baf60c is a cardiac-specific subunit of the Brg1-based SWI/SNF complex, which plays an important role in heart development.^19^ To analyze whether Isl1 may also work in concert with the Brg1-Baf60c based SWI/SNF complex we first analyzed whether Isl1 interacts with Brg1 and Baf60c. Co-immunoprecipitation experiments in ESC-derived CPCs revealed that Isl1 binds to both Brg1 and Baf60c (Supplementary information, Fig. S5a). The binding of Isl1 to Brg1 was further validated in E8.75-E9 embryos (Fig. 5a). Comparison of ChIP-Seq data for Brg1^35,36^ and Isl1 showed significant co-occupancy of Brg1 and Isl1 at Isl1 binding sites (Fig. 5b–d). Furthermore, 59.3% of the genes bound by Isl1 were bound by Brg1, while 44% of the genes deregulated by *Isl1* loss of function were concomitantly bound by Isl1 and Brg1 (Fig. 5e), suggesting that Isl1 may work together with the Brg1-Baf60c complex to regulate nucleosomal structure and expression of its targets. To investigate this hypothesis in vivo, we inactivated *Brg1*^37^ in SHF progenitor cells using an *Isl1*-Cre driver line. *Brg1*-deficient embryos showed a shortened outflow tract, a small right ventricle at E9.5 and died by E14.5 (Fig. 5f–h). Immunohistochemical stainings and qPCR expression analysis of dissected OFT and RV of E10.5 wild-type, *Isl1-Cre*^*+/−*^, *Isl1-Cre*^*+/−*^*/Brg1*^*fl/+*^ and *Isl1-Cre*^*+/−*^*/Brg1*^*fl/fl*^ embryos revealed significant downregulation of Isl1 primary targets in *Isl1-Cre*^*+/−*^*/Brg1*^*fl/+*^ embryos and further decrease in Brg1-deficient embryos (Fig. 5h, i), whereas no major changes were observed in the left ventricles of these embryos (Supplementary information, Fig. S5b) or in the expression of genes, that are not Isl1 targets, in the right ventricle (Supplementary information, Fig. S5c). The dosage-sensitive interdependence of Isl1 and Brg1 supports the hypothesis that the Brg1-Baf60c complex might regulate gene expression in concert with Isl1. We next examined whether Brg1 was directed to Isl1 target sequences via Isl1. Knockdown of *Isl1* led to a significant reduction of Brg1 occupancy at Isl1 targets (Fig. 5j), suggesting that Isl1 might recruit the Brg1 complex to promote chromatin reorganization at its target genes.

**Fig. 5:**
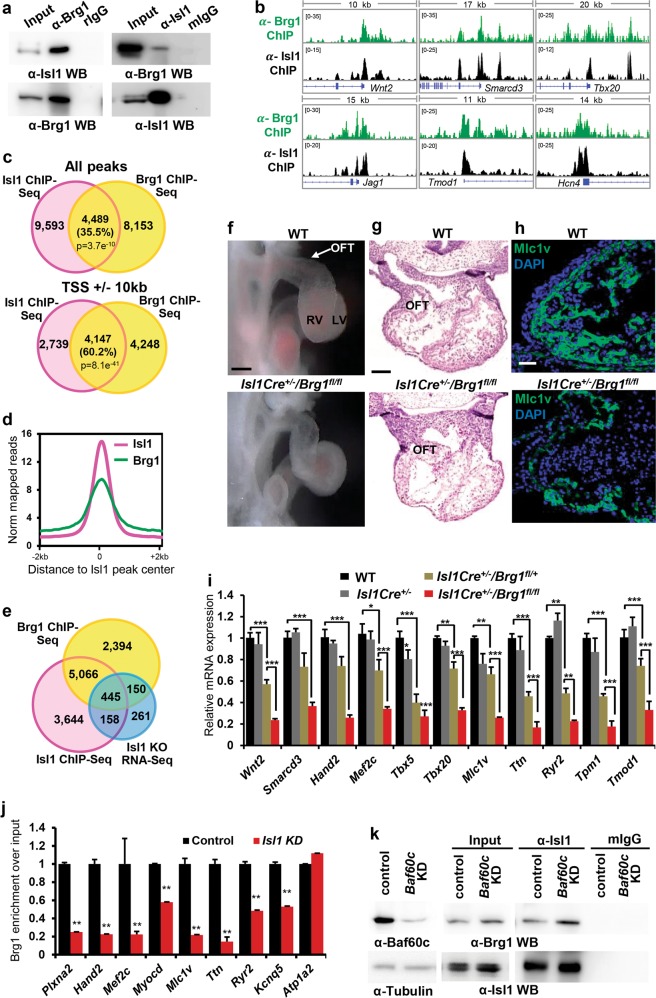
Isl1 works in concert with the Brg1 SWI/SNF complex to regulate its target gene expression. **a** Co-immunoprecipitation showing interaction between Isl1 and Brg1 in E8.25-E9 embryos. **b** Examples of genes bound by Isl1 and Brg1, showing genome tracks of Isl1 ChIP-Seq and Brg1 ChIP-Seq reads. **c** Venn diagram representing the overlap of all Isl1 and Brg1 ChIP-Seq peaks^36^ (top) or of peaks at Transcription Start Sites (TSS)+/− 10 kb (bottom). P value was calculated with Fisher’s exact test. Only high confidence peaks, found in the two ChIP-Seq replicates, were used in the analysis. **d** Average Isl1 and Brg1 ChIP-Seq tag intensities at Isl1 peaks. (**e**) Venn diagram representing the overlap of genes bound by Isl1 and Brg1 (*n* = 2) and differentially expressed in *Isl1*^−/−^ CPCs (*n* = 2). **f** Control and *Isl1-Cre*^*+/−*^*/Brg1*^*fl/fl*^ E9.75 embryos viewed from the right. Scale bars, 500 µm. **g** Histological analyses of control and *Isl1-Cre*^*+/−*^*/Brg1*^*fl/fl*^ E10.5 embryos. Scale bars, 500 µm. **h** Immunostaining of right ventricles of control and *Isl1-Cre*^*+/−*^*/Brg1*^*fl/fl*^ E11.5 hearts for *Mlc1v*. Scale bar, 50 µm. **i** Relative mRNA expression levels of Isl1/Brg1 common targets in dissected OFT and RV of wild-type, *Isl1-Cre*^*+/−*^, *Isl1-Cre*^*+/−*^*/Brg1*^*+/fl*^ and *Isl1-Cre*^*+/−*^*/Brg1*^*fl/fl*^ E10.5 embryos. Data are mean ± SEM, *n* = 4. **j** ChIP-qPCR to analyze Brg1 occupancy at Isl1 bound sequences in control and *Isl1* KD CPCs. *Atp1a2*, a gene not bound by Isl1, serves as a negative control. **k** Co-immunoprecipitation with anti-Isl1 antibody and Western blot analysis for Brg1 in control or *Baf60c* KD CPCs, showing that the interaction between Isl1 and Brg1 does not depend on Baf60c

Baf60c mediates interactions between cardiac transcription factors such as Tbx5, Nkx2-5, Gata4 and the Brg1 complex to drive cardiac specific gene expression.^19–21^ To test whether Baf60c promotes the binding of Isl1 to the Brg1 complex, we performed co-immunoprecipitation in control and *Baf60* KD ESC-derived CPCs using Isl1 antibody. Similar binding of Isl1 and Brg1 was observed in control and Baf60-depleted CPCs suggesting that, in contrast to Tbx5, Nkx2-5 and Gata4, Baf60c does not mediate the association of Isl1 with the Brg1 complex (Fig. 5k). Consistent with a role of Isl1 in not only regulating Baf60c levels but also working together with the Brg1-Baf60c complex, overexpression of Baf60c was not sufficient to rescue the cardiac differentiation defect of *Isl1* knockdown ESC and the expression of Isl1-Baf60c target genes (Supplementary information, Fig. S5d, e).

### Isl1 acts as a pioneer factor in cardiogenesis

Pioneer transcription factors play critical roles in programming the epigenome and instructing lineage specification and differentiation.^1,2,4^ To initiate cell programming pioneer transcription factors engage “closed” chromatin covered by nucleosomes. To test whether Isl1 could bind to DNA wrapped around nucleosomes we performed in vitro electrophoretic mobility shift assays (EMSAs). For the analysis we selected a DNA probe containing Isl1 motifs within the *Ttn* promoter region, which was bound by Isl1,^38^ and downregulated in Isl1 and Baf60c depleted CPCs. As expected, recombinant Isl1 (Supplementary information, Fig. S6a) bound to the free DNA probe within *Ttn* promoter region (Fig. 6a, lanes 1-6). Next, we assembled the *Ttn*-DNA into nucleosomes by salt gradient dilution assembly with recombinant human histones (Supplementary information, Fig. S6b, c). Importantly, Isl1 showed similar binding to DNA assembled in nucleosomes compared to free DNA (Fig. 6b, lanes 7–12). Competition assays using a 80-fold molar excess of specific competitor DNA probe containing Isl1 binding sites, but not probe containing non-specific sequences, supported the specific binding of Isl1 to free *Ttn*-DNA and *Ttn*-DNA assembled into nucleosomes (Fig. 6b). In contrast, Nkx2.5 bound free *Ttn* DNA but was not able to bind *Ttn*-DNA assembled into nucleosomes (Supplementary information, Fig. S6d).

**Fig. 6:**
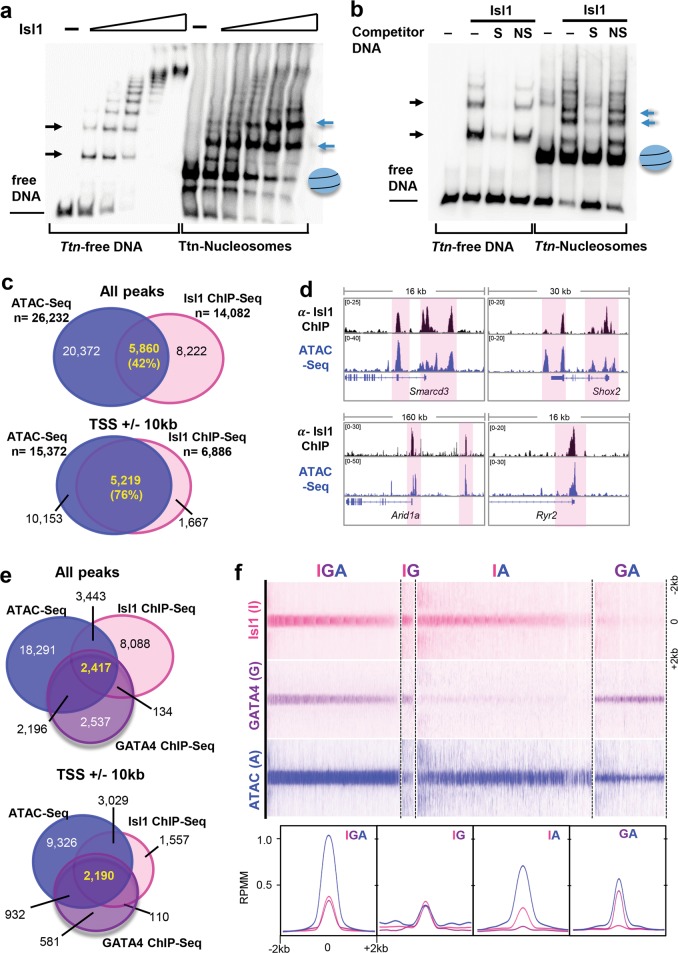
Isl1 recognizes its DNA binding motif on DNA wrapped around nucleosomes and its binding correlates with sites of open chromatin. **a** EMSA with increasing amount of recombinant Isl1 protein (0, 0.2, 0.4, 0.6, 0.8 and 1 µM) and free *Ttn* DNA fragment harbouring Isl1 binding sites (left panels) and the same fragment assembled into nucleosomes (right panels). **b** Competition assay showing the specificity of Isl1 binding to free and nucleosomal *Ttn* DNA using specific Isl1 binding oligo and nonspecific oligo as competitors at 80× molar ratio excess. S, specific competitor; NS, nonspecific competitor. **c** Overlap of all Isl1 ChIP-Seq and ATAC-Seq peaks (top; *n* = 2, each) or peaks at Transcription Start Sites (TSS)±10 kb in mESC-derived CPCs. Only high confidence peaks, found in two Isl1 ChIP-Seq and ATAC-Seq replicates, were used in the analysis. **d** Examples of genes bound by Isl1, showing open chromatin configuration at Isl1 binding sites in mESC-derived CPCs. Genome tracks of Isl1 ChIP-Seq and ATAC-Seq reads of mESC-derived CPCs. **e** Overlap of all Isl1 ChIP-Seq (*n* = 2), GATA4 ChIP-exo^5^ (*n* = 3) and ATAC-Seq peaks (*n* = 2) (top) or peaks at Transcription Start Sites (TSS)±10 kb in CPCs. **f** Heatmap (top) and aggregation plot (bottom) of mapped reads of Isl1 ChIP-Seq, GATA4 ChIP-exo and ATAC-Seq at  2 kb around peak midpoints of Isl1, GATA4 and ATAC (IGA); Isl1 and GATA4 (IG); Isl1 and ATAC (IA); GATA4 and ATAC (GA) occupancy groups

Pioneer factor binding imparts competence for transcription by chromatin opening. To further test whether Isl1 acts as a pioneer factor, we analyzed whether Isl1 binding might induce the formation of accessible chromatin in CPCs by performing genome-wide analysis of open chromatin landscapes using ATAC (‘assay for transposase-accessible chromatin’) sequencing (ATAC-Seq)^39^ in mESC-derived CPCs (Supplementary information, Table S7). Comparison of ATAC-Seq data and Isl1 binding profiles revealed a 42% overlap of Isl1 ChIP-Seq with ATAC-Seq peaks in CPCs. At the promoter proximal regions (TSS±10 kb) 76% of Isl1 binding sites showed open chromatin (Fig. 6c, d), suggesting a role of Isl1 binding in the formation of accessible chromatin required for cardiogenesis, similar to other “pioneer factors”. The core cardiac transcription factor GATA4 represents a prototypical example of a pioneer factor, it binds efficiently to its target sequences on nucleosomal DNA^40^ and induces chromatin reorganization driving heart development and disease.^41^ To address whether GATA4 binding might affect Isl1 binding or vice versa, we first compared GATA4^5^ and Isl1 binding sites in CPCs with ATAC-Seq peaks. Using the published GATA4 ChIP-exo average footprints^5^ (footprints present in at least two replicates), we observed 232 sites that were bound by GATA4 and Isl1 that showed accessible chromatin, whereas 5628 Isl1 ChIP-Seq peaks overlapped with ATAC-Seq peaks (Supplementary information, Fig. S6e). Heatmap analysis, however, showed relatively high GATA4 signal at Isl1-ATAC only sites, suggesting dynamic GATA4 binding (Supplementary information, Fig. S6f). Therefore, we called peaks in each GATA4 ChIP-exo replicate and used high confidence peaks found in all three ChIP-exo replicates for further analysis. This analysis identified 2417 common Isl1-GATA4-ATAC peaks, showing that Isl1 and GATA4 often co-occupy sites characterized with open chromatin (Fig. 6e, f). In addition, we identified accessible chromatin sites bound only by Isl1 or GATA4, supporting the notion that Isl1, similar to GATA4, functions as a pioneer transcription factor (Fig. 6e, f).

Finally, we analyzed whether loss of Isl1 or Brg1 might affect chromatin opening by performing ATAC-Seq in E8.75 (6 somites) wild-type, *Isl1*^*−/−*^ or *Isl1-Cre*^*+/−*^*/Brg1*^*fl/fl*^ embryos (Supplementary information, Table S8). We observed 73% overlap of all ATAC-Seq peaks in pharyngeal mesoderm and hearts of E8.75 embryos compared to ESC-derived CPCs (Fig. 7a) whereas we observed 93% overlap at promoter proximal regions (TSS±10 kb, Fig. 7a) showing high similarity between the open chromatin of in vitro differentiated CPCs to CPCs in early embryos. Importantly, we observed significant reduction of chromatin accessibility at Isl1-ATAC peaks (i.e. sites bound by Isl1 showing open chromatin conformation) upon *Isl1* and *Brg1* loss (Fig. 7b, c), whereas chromatin accessibility was not affected at ATAC only sites (not bound by Isl1). Reduction in chromatin accessibility was observed in both Isl1-ATAC sites bound or not bound by GATA4 (IGA or IA only), supporting the notion that Isl1 acts as pioneer factor also independently of GATA4 (Fig. 7d). In addition, GATA4 binding was decreased in Isl1 depleted CPCs (Supplementary information, Fig. S7a). However, we cannot pinpoint whether Isl1 is necessary for GATA4 association at Isl1 target sites or whether lower GATA4 occupancy could be due to the decreased levels of GATA4 in Isl1-deficient CPCs (Fig. 4d, Supplementary information, Table S5). In addition, the high average ATAC signal at Isl1-ATAC sites compared to ATAC only sites further supports a role of Isl1 in chromatin opening in CPCs (Fig. 7c). GO analysis of differential ATAC-Seq peaks in *Isl1* and/or *Brg1*-deficient embryos revealed that the Isl1/Brg1 complex plays a key role in activating the expression program essential for heart development while repressing nervous system development and cell adhesion (Fig. 7e, Supplementary information, Fig. S7b). Importantly, we observed significant overrepresentation of GO terms related to chromatin modification in ATAC-Seq peaks decreased in Isl1 knockout embryos, including multiple components of the SWI/SNF chromatin remodeling complexes such as Arid1a (Baf250), Pbrm1 (Baf180); Dpf3 (Baf45c), Smarcd3 (Baf60c) as well as Brg1/Smarca4 (Fig. 7f, Supplementary information, Fig. S7c, Table S7). Genes showing decreased chromatin accessibility only in Isl1 knockout embryos mostly encoded factors involved in transcriptional regulation, suggesting that Isl1 might work together with other chromatin modifiers to regulate their expression (Supplementary information, Fig. S7c). Genes not bound by Isl1 did not show changes in chromatin accessibility (Supplementary information, Fig. S7c). In a complementary approach, we observed an increase of H3 occupancy at Isl1/Brg1-Baf60c targets in Isl1 and Baf60c knockdown CPCs compared to control CPCs (Supplementary information, Fig. S7d). Isl1-positive cardiovascular progenitors are multipotent and can differentiate into all three cardiovascular lineages: cardiomyocytes, smooth muscle cells and endothelial cells.^14^ Analysis of chromatin accessibility at promoters of cardiac, smooth muscle and endothelial development/differentiation genes revealed a decrease in open chromatin at all cardiovascular lineage-related genes in *Isl1* and *Brg1*-deficient embryos (Supplementary information, Fig. S8). Notably the ATAC-Seq signal was highly decreased at genes involved in cardiac contraction. Nevertheless, these data suggest that Isl1 might play a pioneering function not only for cardiomyocytes but also for other cardiovascular lineages and that it requires the Brg1-based SWI/SNF chromatin remodeling complex.

**Fig. 7:**
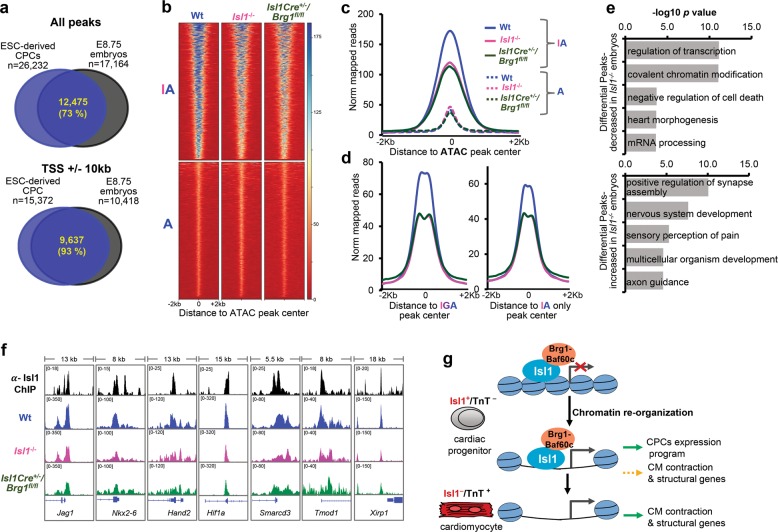
Isl1 and the Brg1-based SWI/SNF complex shape the chromatin landscape at Isl1 targets in CPCs. **a** Overlap of all ATAC-Seq peaks in ESC-derived CPCs (*n* = 2) and pharyngeal mesoderm/hearts of E8.75 embryos (*n* = 3) (top) or peaks at Transcription Start Sites (TSS)±10 kb (bottom). Only high confidence peaks, found in the two ATAC-Seq replicates of ESC-derived CPCs or in the three ATAC-Seq triplicates of E8.75 embryos, were used in the analysis. **b** Heatmap of tag densities of ATAC-Seq signal in wild-type, *Isl1*^*−/−*^ and *Isl1-Cre*^*+/−*^*Brg1*^*fl/fl*^ embryos at top 1000 Isl1-ATAC (IA) or ATAC only (A) peaks. **c** Average ATAC-Seq tag intensities in wild-type, *Isl1*^*−/−*^ and *Isl1-Cre*^*+/−*^*Brg1*^*fl/fl*^ embryos at Isl1-ATAC (IA) or ATAC only (A) peaks. **d** Average ATAC-Seq tag intensities at common peaks between Isl1, GATA4 and ATAC-Seq in wild-type, *Isl1*^*−/−*^ and *Isl1-Cre*^*+/−*^*Brg1*^*fl/fl*^ embryos (left) or at Isl1 and ATAC-Seq only peaks. **e** GO terms enriched in ATAC-Seq peaks decreased (top panel) or increased (lower panel) more than 2 fold (*p* < 0.05) in Isl1^*−/−*^ versus control embryos. **f** Examples of genes showing decreased ATAC-Seq signal at Isl1 binding sites. Genome tracks of Isl1 ChIP-Seq and ATAC-Seq of wild-type, *Isl1*^*−/−*^ and *Isl1-Cre*^*+/−*^*Brg1*^*fl/fl*^ embryos are presented. **g** Model of the role of Isl1 in cardiogenesis by controlling epigenetic mechanisms and memory. Isl1 binds to compacted chromatin at genes involved in CPC function, as well as to genes involved in cardiomyocyte contraction and structural organization. Isl1 works in concert with the Brg1-Baf60c-based SWI/SNF complex to open up chromatin and allow gene expression directly in CPCs, or at a later time point in cardiomyocytes

Taken together these data suggest a pioneering function of Isl1 by binding to inaccessible chromatin and working in concert with the Brg1-Baf60c-based SWI/SNF complex to confer permissive lineage-specific alterations in CPC chromatin landscape. These allow gene expression directly in CPCs or at a later time point in cardiomyocytes (Fig. 7g).

## Discussion

Pioneer transcription factors play critical roles in programming the epigenome during lineage specification.^1–4^ Our study shows that Isl1 acts as a pioneer transcription factor in heart development by shaping the chromatin landscape in CPCs and orchestrating a complex gene regulatory network driving cardiac development and defining cardiomyocyte identity. Similar to other well-characterized pioneer factors, such as forkhead box A (FOXA) factors, GATA-binding (GATA) factors, PU.1^4^ and the pluripotency factors OCT4, SOX2 and KLF4,^1^ Isl1 recognizes its DNA binding motif even when the DNA is wrapped around nucleosomes, which enables it to engage its target sites even in condensed chromatin. ATAC-Seq of ESC-derived CPCs and CPCs in embryos revealed that open chromatin regions are centered on Isl1 binding sites and loss of Isl1 led to significant decrease of chromatin accessibility, suggesting an important role of Isl1 binding in the formation of accessible chromatin. We further show that Isl1 works in concert with the Brg1-based SWI/SNF complex to promote chromatin accessibility and establish competence for lineage specific gene activation.

Using an *Isl1* hypomorphic mouse line, genome-wide profiling of Isl1 binding together with RNA- and ATAC-sequencing of cardiac progenitor cells and their derivatives, we uncover a regulatory network downstream of Isl1 that orchestrates cardiogenesis (Fig. 3d). We show that Isl1 binds to and regulates the expression of transcription factors, epigenetic modifiers and signaling molecules with critical functions and high expression in SHF CPCs.^8,10^ An important group of Isl1 target genes play key roles in development of the atrioventricular canal and in outflow tract morphogenesis, including *Wnt2/5/11*, *Tgfb2*, *Jag1*, *Maml1*, *Smad6*, *Pbx3*, *Msx2*, *Fog2* (*Zfpm2*), *Tbx3*/*5*/*20*, and *Plxna2*.^42^ 

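Each of these 14 genes had at least 1 Isl1 peak in embryos by the closest TSS, with 73 peaks in all, and 6 of them had a peak within 10 kb of the TSS. The paper identified Isl1 targets from binding in embryos and CPCs, so this count is no independent test of binding. Of the genes not deregulated at E8.75, 56.4% had a peak. Jag1 had 15 peaks, the most of the group, and its closest peak lay in an intron on chromosome 2 of mm9 from 136938772 to 136939424, 3.16 kb downstream of the TSS, without a purine or pyrimidine run. Pbx3 had 4 peaks, of which the closest overlapped an exon 0.148 kb upstream of the TSS, on chromosome 2 from 34227406 to 34228020, also without a run. The Plxna2 peak was intergenic, on chromosome 1 from 196444765 to 196445126, 1.08 kb upstream, and held a run. Closest peaks with a run lay 2.15 kb upstream of Wnt11, which had 4 peaks, 3.97 kb downstream of the Tgfb2 TSS in an intron, with 4 peaks, and 7.61 kb downstream of the Wnt5a TSS in an intron, with 10 peaks. Wnt2 had 2 peaks, the closest 30.3 kb downstream of its TSS. For Zfpm2, which had 11 peaks, the closest was 26.9 kb upstream. Smad6 had 2 peaks, the closest in an intron 14.8 kb downstream and without a run. Maml1 and Tbx3 had 1 peak each, 18.4 kb downstream and 11.3 kb upstream, both with a run. Counting only peaks without a run, a setting chosen after seeing the data, 5 of the 14 genes were bound.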

Consistent with this we observed various degrees of cardiac outflow tract septation abnormalities, including partial outflow tract septation and misalignment or common arterial trunk, ventricular septal defects and atrial septal defects in *Isl1* hypomorphic mouse embryos. Similarly, genetic variations in *ISL1* have been associated with susceptibility to ventricular septal defect^43^ and non-syndromic, complex congenital heart disease^17^ in human patients, whereas *ISL1* haploinsufficiency is associated with d-transposition of the great arteries.^16^ Thus, our *Isl1* hypomorphic mouse model represents a valuable genetic system to gain new insights into the etiology of congenital heart defects and for developing novel therapeutic strategies.

While Isl1 binding to genes with critical functions and high expression in SHF CPCs might have been expected, it was surprising to see that Isl1 binds to cardiomyocyte structural genes and genes involved in cardiomyocyte function in CPCs well before these genes are highly expressed in differentiating cardiomyocytes. Consistent with this, loss of Isl1 was associated with significantly reduced expression of cardiomyocyte structural genes and genes involved in cardiac contraction and sarcomerogenesis that were bound by Isl1 in CPCs. This suggests that Isl1 directly controls cardiomyocyte identity, CPC differentiation and sarcomeric maturation. We reason that Isl1 binds to closed chromatin and spawns permissive cardiomyocyte lineage-specific alterations in the chromatin landscape of CPCs, which enables subsequent recruitment of additional regulatory factors activating these genes in cardiomyocytes when Isl1 itself is switched off. Thus, this establishes a lasting regulatory network driving cardiogenesis. We did not observe any change in the expression of Isl1 primary target genes in the left ventricle of *Isl1* hypomorphic embryos whereas they were significantly changed in dissected right ventricles, suggesting a specific role of Isl1 in the second heart field. However, we found a strong decrease of *Baf60c* in the left ventricle of *Isl1* knockout embryos. In addition, other studies have also observed downregulation of Isl1 targets in the whole hearts of *Isl1* knockouts.^9,12^ Since Isl1 has been reported to be transiently expressed in CPCs of the first heart field, we cannot exclude a possibility that Isl1 plays a pioneer role in the first heart field. In addition, analysis of chromatin accessibility at promoters of cardiac, smooth muscle and endothelial development/differentiation genes revealed a decrease in open chromatin at all cardiovascular lineage-related genes in *Isl1* and *Brg1*-deficient embryos, suggesting that Isl1 may also play a pioneering role for cardiac endothelial cell lineage settlement. This is consistent with single cell analyses demonstrating the critical role of Isl1 in cardiovascular progenitor fate bifurcation into the endothelial and cardiomyocyte lineages.^44^

We demonstrate that Isl1 works together with the Brg1-Baf60c complex to induce chromatin reorganization at its target sites and promote cardiac differentiation. Consistent with this, depletion of either *Isl1*, *Brg1* or *Baf60c* led to a significant decrease of chromatin accessibility at Isl1 target genes and depletion of *Brg1* in Isl1^+^CPCs led to defects in cardiac morphogenesis, cardiomyocyte differentiation and the expression of Isl1 primary downstream targets. The key importance of the Brg1-based SWI/SNF complex in heart development is also evidenced by genetic studies in mice, showing that Brg1 haploinsufficiency leads to various cardiac morphogenetic defects.^19^ A large body of studies has demonstrated that the SWI/SNF complexes undergo progressive changes in subunit composition during developmental transitions and that the unique subunit composition at each developmental stage correlates with a gene expression program that is required for maintaining a particular cell state.^45–47^ Similarly, the inclusion of distinct BAF subunits promotes temporally distinct gene expression programs in cardiogenesis.^36^ Interestingly, we found a significant decrease of chromatin accessibility at multiple components of the SWI/SNF chromatin remodeling complexes such as *Arid1a* (*Baf250*), *Dpf3* (*Baf45c*), *Smarcd3* (*Baf60c*) as well as *Brg1* (*Smarca4*) in *Isl1* knockouts and decreased expression in CPCs or *Isl1* hypomorphic and *Isl1* knockout embryos, suggesting a mechanism by which Isl1 reinforces its function in chromatin reorganization to drive cardiogenesis. Ablation of BAF250a, a critical regulatory subunit in the SWI/SNF BAF complex, in the SHF using *Mef2c-Cre* leads to persistent truncus arteriosus, trabeculation defects, reduced cardiomyocyte proliferation and differentiation, and embryonic lethality around E13, similar to our data from ablation of Brg1 with *Isl1-Cre*. The cardiac-specific subunits of the complex, Baf45c and Baf60c, also play instrumental roles during cardiogenesis and cardiomyocyte differentiation.^20,48,49^ The Brg1-Baf60c activity was shown to direct ectopic differentiation of mouse non-cardiogenic mesoderm into beating cardiomyocytes in concert with Gata4 and Tbx5 by permitting the binding of Gata4 to cardiac specific genes.^21^ We found that Baf60c together with Isl1 is required for the activation of genes involved in cardiomyocyte contraction, sarcomere organization and transcriptional regulation, whereas Baf60c alone activates genes participating in ion transport. This is consistent with the gene expression changes observed in *Baf60c* knockout embryos.^49^ During cardiogenesis, Baf60c mediates interactions between the core cardiac transcription factors Tbx5, Nkx2-5, Gata4 and the Brg1 complex.^19–21^ In contrast, Baf60c does not seem to moderate Isl1 binding to the Brg1 complex. However, the loss of *Baf60c* upon *Isl1* depletion may additionally affect the function of Tbx5, Nkx2-5 and Gata4, as an imbalance between their levels and the Brg1-Baf60c complex was shown to result in impaired cardiac development and transcriptional activation of their targets.^19^

Given that a set of transcription factors can induce direct or partial reprogramming via CPCs of non-myocyte cells into functional cardiomyocytes,^50–52^ it is of utmost interest to find the optimal set of factors and understand how their activities could be enhanced to improve cell reprogramming for clinical applications. Although many cocktails of regulatory factors have been employed in direct cardiac reprogramming, the resultant cells often are immature and/or incompletely specified and the efficiency is low. It has been suggested that a transition through an early lineage intermediate, in which pioneer transcription factors of cell fate can engage naïve chromatin to induce hierarchical lineage specific regulatory networks, may improve the efficiency of reprogramming.^53^ The discovery of Isl1 as a pioneering factor in cardiogenesis can help to develop more efficient strategies for cardiac reprogramming.

In conclusion, our study highlights a pioneering function of Isl1 in cardiac lineage commitment and provides exciting novel insights into the molecular machinery orchestrating cardiogenesis.

## MATERIALS AND METHODS

All animal experiments were done in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996) and according to the regulations issued by the Committee for Animal Rights Protection of the State of Hessen (Regierungspraesidium Darmstadt) and of the Tongji University School of Medicine (TJmed-010-10).

### Histology

Embryos were sacrificed by cervical dislocation and hearts were isolated and fixed with 4% paraformaldehyde overnight at 4 °C. After fixation the hearts were dehydrated in ethanol and stored at −20 °C for further paraffin embedding, sectioning and H&E staining. For histological analysis hearts were incubated in xylol and embedded in paraffin. Hematoxylin and eosin staining was performed according to the manufacturer’s instruction (Sigma, GHS116, HT-110216). Representative images of histological analysis of minimum six embryos with the same genotype are presented.

### Magnetic resonance imaging (MRI)

Embryos were analyzed by MRI, as previously described.^54^ Briefly, paraformaldehyde-fixed embryos were embedded in a MRI contrast agent and imaged using an 11.7 Tesla magnet. The 3D MRI dataset obtained was reconstructed into axial TIFF slices. Image datasets were analyzed and 3D reconstructions created using Amira 3.0 software.

### Immunofluorescence and imaging

Paraffin sections were de-paraffinized and re-hydrated. Heat-induced epitope retrieval was performed in 10 mM sodium citrate, pH 6.0. Sections were blocked for 1 h (10% fetal bovine serum in 1× PBS+0.5% Triton X-100) followed by incubation with anti-myosin heavy chain antibody 1:50 dilution (MF20, DSHB) and Mlc1v (Santa Cruz, SC-47719) overnight at room temperature. Sections were washed three times in 1× PBS/0.5% Triton X-100 for 10 min and incubated with respective secondary antibodies, e.g., anti-mouse Alexa 594 (Thermo Fisher Scientific, A11005), anti-rabbit Alexa 488 (Thermo Fisher Scientific, A21206) along with DAPI for 1 h at room temperature. 50% glycerol was used for mounting and image acquisition was done using a Zeiss LSM 710 confocal microscope. Representative images of immunostainings of three embryos with the same genotype are presented.

### ES Cell culture and differentiation

E14 Tg(Nkx2–5-EmGFP) ES cells^55^ were maintained on mitomycin treated mouse embryonic fibroblasts (MEF) in Knockout DMEM medium (GIBCO, 10829018) containing 4.5 mg/ml D-glucose, supplemented with 10% serum replacement (GIBCO, 10828028), 2 mM L-Glutamine, 0.1 mM 2-mercaptoethanol (Sigma, M3148), 1 mM sodium pyruvate (GIBCO, 11360039), and 1,000 U/ml of leukemia inhibitory factor (ESG1107, Millipore). ES cells were differentiated in cardiomyocytes either by the standard hanging drop method^56^ or by directed differentiation of ES cells into cardiomyocytes according to the protocol described in.^29^ Briefly, for directed cardiomyocyte differentiation ES cells were grown on gelatin in Neurobasal medium: DMEM/F12 (1:1; GIBCO, 21103049 and 21331020) medium supplemented with 2000U/ml LIF and 10 ng/ml BMP4 (R&D, 314-BP) for 2 days and differentiated by aggregation in low attachment bacterial dishes at a cell density of 75000 cells/ml in IMDM: F12 medium (3:1; GIBCO, 12440053 and 11765054). After 48 h aggregates were dissociated and re-aggregated in the presence of Activin A (R&D, 338-AC; 5 ng/ml), VEGF (R&D, 293-VE-010; 5 ng/ml) and BMP4 (R&D, 314-BP; 0.1-0.8 ng/ml; Bmp4 concentration was empirically determined depending on lot). 40 h following the second aggregation, aggregates were dissociated and plated as a monolayer in Stempro-34 medium supplemented with Stempro34 nutrient supplement (GIBCO, 10639011), L-Ascorbic Acid (A4403 Sigma) and VEGF (R&D #293-VE-010; 5 ng/ml), bFGF (R&D, 233-FB; 10 ng/ml), and FGF10 (R&D, 345-FG; 25 ng/ml) growth factors. We usually obtained around 60-80% of Nkx2.5-GFP^+^CPCs using this protocol. Nkx2.5-GFP positive cells were FACS sorted at day 5 CPC stage for RNA extraction.

ES cell differentiation by the standard hanging drop method was induced by dissociating ES cells and aggregating 500 cells in 15 µl drops in ES cell growth medium without LIF. After 48 h in hanging drops the resulting EBs were transferred to low attachment culture dishes. At day 5, EBs were dissociated and CPCs were FACS sorted for GFP expression.

For stable transfections HEK293T cells were seeded on a 6-well plate and were transfected at 50%–80% confluency with 3 µg of plasmids containing shRNA for *Baf60c* (*Sh1*: CGCCTAAAGTTCTCTGAGATT, *Sh2*: GCTGCGCCTTTATATCTCCAA), *Isl1* (CGGCAATCAAATTCACGACCA) or control (pLKO) along with packaging and envelope plasmids obtained from the RNAi consortium (TRC) shRNA library using using X-tremeGENE DNA transfection reagent (Roche, 6366236001). 48 h after transfection the viral supernatant was collected and used to transduce 100.000 ES cells on 5% poly-HEMA (Sigma, P3932) treated plates for 12 h. The following day, the transduced ES cells were plated on feeders and 24 h after transduction were selected with 10 ng/mL puromycin for 2 passages.

For generation of *Isl1*^−/−^ ESCs by CRISPR/Cas9-mediated gene targeting, a combination of two guide RNAs (gRNAs) was used as follows: gRNA-1: 5′- CCGATTTAAGCCGGCGGAGT -3′ and gRNA-2: 5′- TCATGAGCGCATCTGGCCGA -3′. pSpCas9(BB)-2A-Puro (PX459) V2.0, kind gift from Feng Zhang (Addgene plasmid # 62988,^57^) was digested and ligated with annealed gRNAs into the recombinant plasmid pSpCas9(BB)-2A-Puro-gRNA-1 and pSpCas9(BB)-2A-Puro-gRNA-2. Both plasmids were transfected into ESCs using Lipofectamine 2000 according to the manufacturer’s protocol. Positive cells were selected after 24 h for 48 h using puromycin (4 µg/ml) and 5, 000 cells were further plated in a 6-cm dish. After 7 days of culture, single clones were picked and screened by PCR.

### RNA isolation and qRT-PCR analysis

RNA was isolated using TRIzol (Invitrogen, 15596026) or RNeasy mini kit (QIAGEN, 73304) following the manufacturer’s instructions and cDNA synthesis was performed using High-capacity cDNA reverse transcription kit and random primers (Applied Biosystems, 4368813). *Gapdh* or *Actc1* (where specified in the figure legends) were used for normalizing gene expression.

### In situ hybridization

Embryos were fixed overnight at 4 °C in 4% PFA followed by dehydration in methanol. For in situ analysis, embryos were rehydrated and treated with proteinase K (10 µg/ml) for 12 min and re-fixed in 4% PFA, followed by incubation overnight at 65°C with DIG-labeled Baf60c RNA probe in hybridization buffer containing 50% formamide, 5 x SSC, 1% SDS, 5 µg/µl yeast tRNA and 10 µg/µl heparin. Next, the embryos were washed two times with 50% formamide, 5 x SSC, 1%SDS followed by subsequent washes in 2 × SSC and 0.2 x SSC at 65 °C and 1xMABT (100 mM maleic acid, 150 mM NaCl). Embryos were treated with 2× blocking reagent (Roche, 11096176001) for 2 h at room temperature followed by incubation with alkaline phosphatase conjugated anti-DIG antibody (Roche, 11093274910) for 18 h at 4 °C. For color development BM-purple reagent (Roche, 11442074001) was used. Representative image of three control and three *Isl1* knockout embryos were presented.

### Co-immunoprecipitation

For co-immunoprecipitation cardiac progenitor cells differentiated from mouse ES cells and 30 mouse embryos (E8.25-E9) homogenized with plastic pestle were lysed with lysis buffer (50 mM Tris pH 7.5, 10 mM EGTA, 100 mM NaCl, 0.1% Triton X-100) plus protease and phosphatase inhibitors on ice. After sonication and centrifugation, the supernatant was used for immunoprecipitation. Embryoid bodies were trypsinized to obtain a single cell suspension. Nuclei were isolated by incubating in lysis buffer containing 50 mM Tris pH 8.0, 2 mM EDTA pH 8.0, 0.1% NP-40, 10% glycerol along with protease and phosphatase inhibitors. Isolated nuclei were disrupted by sonication in 50 mM Tris pH 8.0, 0.1% SDS, 5 mM EDTA pH 8.0 buffer along with protease and phosphatase inhibitors. 500 µg of protein lysates were precleared with Protein G-Sepharose beads (GE Healthcare, 17-0618) at 4 °C on a rotary shaker for 1 h. Precleared lysates were incubated with 1 µg of α-Isl1 antibody (39.4D5 DSHB) overnight at 4 °C. Protein complexes were bound to Protein G-Sepharose beads for 1 h at 4°C. Protein complex bound beads were washed and resolved in a standard SDS-PAGE system. Brg1 (1:500, Santa Cruz, SC-10768), Isl1 (1:10 dilution; 39.4D5 DSHB) and Baf60c antibody (1 to 500 dilution; a kind gift from Pier Lorenzo Puri) were used for western blotting.

### RNA-Sequencing

Pharyngeal mesoderm/ hearts of E8.75 (6 somites) and OFT+RV of E10.5 control and *Isl1* KO or hypomorphic embryos were dissected and stored at −80 °C in Qiazol. Total RNA from single embryos was extracted using Rneasy Microarray Tissue Kit (Qiagen #73304). Control, *Baf60c* KD and *Isl1* KO Nkx2.5-GFP ES cell lines were differentiated into cardiac progenitors. Nkx2.5-GFP positive cells from two different control and *Isl1*^−/−^ clones or control and Baf60 KD ESCs pools were sorted and RNA was isolated using RNeasy microarray kit (Qiagen #73304). The integrity of RNA was assessed on Bioanalyzer 2100 (Agilent). For RNA-Seq of control, *Isl1* hypomorphic and *Isl1*^−/−^ tissue samples, 100 ng of total RNAs was used for library preparation and sequenced on BGISEQ-500 or on NextSeq500 (Illumina), respectively. For RNA-Seq of control, *Isl1*^−/−^ and *Baf60c* KD CPCs, 1 µg RNA was used as input for Truseq Stranded mRNA library preparation (Illumina). Sequencing was performed on NextSeq500 (Illumina) using V2 chemistry.

### RNA-Seq data analysis

RNA-Seq reads were mapped to the mm9 reference genome using STAR^58^ (−alignIntronMin 20 −alignIntronMax 500000). Samples were quantified using analyzeRepeats.pl^59^ (mm9 –count exons –strand both –noadj). Differential expression (fold change >1.5; log2 fold change <−0.58, >0.58; *p*-value < 0.05) was quantified and normalized using DESEq2. Reads per kilobase per millions mapped (rpkm) was determined using rpkm.default from EdgeR. The KNIME 2.9.1 platform (Konstanz, Germany) was used to filter differentially regulated genes. Gene ontology analysis was performed using DAVID Bioinformatics Resources 6.8. Heatmaps from the RNA-Seq were created using heatmap.2 from ggplot2 in R. Values in the heatmaps represent Z-score calculated from (Log2RPKM+1) after row normalization. The PCA plots in each RNA-Seq dataset were obtained using rowVars and prcomp into a custom R-script.

### Chromatin immunoprecipitation (ChIP) and ChIP sequencing

Mouse embryos at E8.25-E9 were collected into cold PBS. Cardiogenic mesoderm and heart region was crosslinked with 1% formaldehyde at room temperature for 15 min, whereas mESC-derived CPCs for 10 min. Crosslinking was terminated by adding 125 mM glycine followed by three washes with cold PBS. Single cells were obtained by disruption of the tissue using pestle and mortar and nuclei were isolated by incubation in lysis buffer (50 mM Tris pH 8.0, 2 mM EDTA pH 8.0, 0.1% NP-40, 10% glycerol) along with protease and phosphatase inhibitors. Nuclei were frozen at −80 °C until further processing. Around 60-80 E8.25 to E9.0 embryos were pooled and lysed in nuclear lysis buffer supplemented with protease and phosphatase inhibitors (50 mM Tris pH 8.0, 1% SDS, 5 mM EDTA pH 8.0). Lysates were sonicated with Bioruptor (Diagenode) to achieve fragment sizes in the range of 200-500 bp. Lysates were diluted 1:10 in dilution buffer (50 mM Tris pH8.0, 200 mM NaCl, 5 mM EDTA pH8.0, 0.5% NP40) with protease and phosphatase inhibitors and precleared with Protein G Sepharose (GE Healthcare). Precleared lysates were incubated with 2-5 µg anti-Isl1 antibody (DSHB, clone 39.4D5) overnight at 4 °C followed by pulldown with BSA-presaturated protein G Sepharose beads. Immune complexes were washed with NaCl wash buffer (20 mM Tris pH 8.0, 500 mM NaCl, 2 mM EDTA pH 8.0, 0.1% SDS, 1% NP-40), LiCl wash buffer (20 mM Tris pH 8.0, 500 mM LiCl, 2 mM EDTA pH 8.0, 0.1% SDS, 1% NP40) and TE wash buffer (20 mM Tris pH 8.0, 2 mM EDTA pH 8.0). Protein/DNA complexes were extracted in elution buffer (20 mM Tris pH 8.0, 2 mM EDTA pH 8.0 and 2% SDS) followed by reverse crosslinking at 65 °C overnight. DNA purification was performed using phenol-chloroform and used for ChIP-qPCR analysis or ChIP- Seq.

### ChIP-qPCR

For ChIP-qPCR analysis pools of 20 cardiogenic regions of E8.25-E9 embryos or 10^6^ CPCs obtained by directed differentiation of ES cells into cardiomyocytes were used. The following antibodies were utilized: anti-Isl1 (39.4D5, DSHB), anti-Brg1 (Millipore, 07-478), anti-Gata4 (Santa Cruz, sc-1237) and anti-H3 (Abcam, ab1791) antibodies. Average threshold cycle (Ct) values were used to calculate % enrichment compared to 1% input and negative control region Ct value was used to calculate fold enrichment.

### ChIP-Seq data analysis

ChIP-Seq reads were mapped to the mouse reference genome mm9 (UCSC assembly) using the default settings of bowtie2. The MarkDuplicates.jar from Picard 1.136 was used to remove PCR artefacts. Peaks were called using MACS14^60^ with the parameter (p1e8 –nomodel –shiftsize 80) for Isl1-ChIP-Seq and Gata4-ChIP-exo (GSE72223) and (p1e3 –nomodel –shiftsize 80) for Brg1-ChIP-Seq (GSE116281). Peaks overlapping blacklist defined by ENCODE were removed. Bedtools v2.15 (intersect -wa)^61^ was used to find the common binding areas in experimental replicates and between the different *Isl1*-ChIP-Seq, Brg1-ChIP-Seq (GSE116281), Gata4-ChIP-exo (GSE72223) and ATAC-Seq datasets. Genome wide distribution of the reads was performed using ngs.plot with mm9 Ensembl (version 67) as reference annotation. ChIP-Seq peak annotation was performed using annotatePeaks.pl (default settings), which assigns each peak to the closest gene transcriptional start site (TSS). For data visualization bam files were converted to BigWig files using BamCoverage from deepTools2^62^ (-b 20 -smooth 40 -e 150 –normalizeTo1x 2150570000). Venn diagrams were generated with BioVenn online tools^63^ and protein coding genes were used for all comparisons. Taq heatmaps were created using ngsplot^64^ followed by a home made script.

### ATAC-Sequencing

Pharyngeal mesoderm and hearts were dissected from E8.75 embryos (6 somites stage). Tissues and 100.000 CPCs from two independent differentiations were resuspended in 50 uL cold lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Igepal CA-630) and used for ATAC Library preparation using Tn5 Transposase from Nextera DNA Library Prep Kit (Illumina #15028211). After centrifugation (10 min, 500 g at 4 °C), cell pellet was resuspended in transposition reaction mix (25 µl TD-Buffer, 2.5 µl Tn5, 22.5 µl water) and incubated for 30 min at 37 °C with gentle mixing. Immediately following the transposition reaction, purification was carried out using MinElute PCR Purification Kit (Qiagen #28004). Amplification of Library together with indexing was performed as described in.^39^ Libraries were mixed in equimolar ratios and sequenced on NextSeq500 platform using V2 chemistry. ATAC-Seq reads were mapped with bowtie2 to mm9 mouse genome. Samtools view (-F 1804 -f2) was used to remove unmapped, mate unmapped, not primary aligned reads. The MarkDuplicates.jar from Picard 1.136 was use to remove PCR artefacts. Peaks calling was performed with MACS14^60^ (p1e5 –nomodel and –shiftsize 100), and peaks overlapping blacklist defined by ENCODE with the help of Bedtools v2.15 (intersect -wa).^61^ Similar to ChIP-Seq analysis, Bedtools v2.15 (intersect -wa) was used to obtain open chromatin regions overlapping by at least 1 bp in the replicates. BamCoverage function of deepTools2^62^ (-b 20 -smooth 40 -e 150) was used to create normalized bigwig files (reads per genome coverage, RPGC). Further, bigWigAverageOverBed (https://github.com/ENCODE-DCC/kentUtils) was used to quantify mapped reads on peaks areas. Heatmap and densitity plots were created using computeMatrix followed by plotHeatmap or plotProfile from deepTools2.^62^ To permit a comparative display of data within a deeptools profile heatmap,^62^ size factors produced by edgeR based on unified peak counts were used to scale samples to account for differences in sequencing depth, library composition, and ATAC-Seq efficiency.

ATAC-Seq reads from three wild-type, three *Isl1*^*−/−*^ *and* three *Isl1-Cre*^*−/−*^*/Brg1*^*fl/fl*^ E8.75 (6 somites) embryos and ESC-derived CPCs from two independent differentiations were used for further analysis.

### Additional bioinformatic analysis

Gene ontology analysis was performed using DAVID Bioinformatics Resources 6.8. The *Isl1* regulated gene network presented in Fig. 3d was built by submitting a curated list of *Isl1* primary downstream targets to the GeneMANIA web based software. The network was subdivided into transcription factors, signaling molecules, muscle structural and contractile genes involved in heart development and visualized using Cytoscape.

Intersection of RNA-Seq and ChIP-Seq data was done by gene name. Intersection of ATAC-Seq and ChIP-Seq peaks was performed with Bedtools v2.15 (intersect -wa) to identify open chromatin regions overlapping at least 1 bp with *Isl1*, Brg1 or GATA4 bound sequences.

Gene list in GO terms related to cardiac muscle cell differentiation, endothelial cell differentiation and smooth muscle cell development/ differentiation was obtained from (http://amigo.geneontology.org/amigo/landing). DeepTools2^62^ was used to plot ATAC-Seq reads covering TSS of genes within the above mentioned gene lists.

### Protein expression and purification

6XHis tagged *Isl1* DNA binding homeodomain (HD) protein^65^ was expressed in E. Coli Rosetta DE3 cells and purified using Ni-NTA agarose (Qiagen, 30210) under native conditions. Purified *Isl1* protein was further dialyzed in TE (10 mM Tris pH 8.0 and 1 mM EDTA pH 8.0) overnight using Spectra/Por 3 basic dialysis unit (Cat#132720), aliquoted and stored at −80 °C.

Nuclear extracts from Nkx2.5 overexpressing HEK293T cells were prepared as follows: cells were scraped in 400 ml of buffer A (10 mM HEPES pH7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT, protease inhibitor cocktail, and 0.5 mM PMSF) and incubated on ice for 15 min. After centrifugation, the cell pellet was resuspended in 150 ml of buffer B (20 mM HEPES pH7.9, 1.5 mM MgCl_2_, 420 mM NaCl, 0.2 mM EDTA, 25% v/v Glycerol, protease inhibitor cocktail, and 0.5 mM PMSF) and incubated on ice with vigorous agitation for 40 min. Nuclear extracts were recovered by centrifugation for 15 min at 13,000 rpm and protein concentration was determined by BCA method (Thermo Fisher Scientific Cat# 23225). Nuclear extracts were aliquoted and stored at −80 °C.

### Nucleosome assembly

162 bp *Ttn* promoter DNA was PCR amplified from mouse genomic DNA and cloned into pJET vector (Thermo Fisher Scientific Cat# K1231). 

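The fragment has the sequence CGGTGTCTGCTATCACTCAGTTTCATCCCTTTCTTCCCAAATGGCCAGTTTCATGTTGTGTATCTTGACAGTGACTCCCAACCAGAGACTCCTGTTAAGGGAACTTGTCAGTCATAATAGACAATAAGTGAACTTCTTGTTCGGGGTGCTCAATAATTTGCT. It matched chromosome 2 of mm9 once, on the forward strand, from 76821895 to 76822056. Ttn is transcribed from the reverse strand, and the fragment lies in intergenic sequence of the GENCODE annotation, with its midpoint 1371 bp upstream of the closest annotated Ttn TSS at 76820604. Counted from 1 at the 5′ end of the sequence above, the motif TAAT or its reverse complement begins at 2 positions, 115 and 154. The longest run of purines or pyrimidines in the fragment is 13 bp. In the Isl1 ChIP-Seq of E8.25-E9 embryos no peak overlapped the fragment. The nearest peak, from 76840390 to 76841062, began 18.3 kb further upstream of Ttn and held a run of 176 bp. The other Ttn peaks lay in an intron of Ttn from 76743247 to 76743566 and in an intron of Ccdc141 from 76908580 to 76909248. For Isl1 binding at the Ttn promoter region the paper cites an earlier study. The depth of the embryo sample is unknown, so the missing embryo peak does not show that the fragment is unbound. The CPC Isl1 peaks that were read do not cover chromosome 2, so binding of the fragment in CPCs could not be checked.

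**Figure D3:**
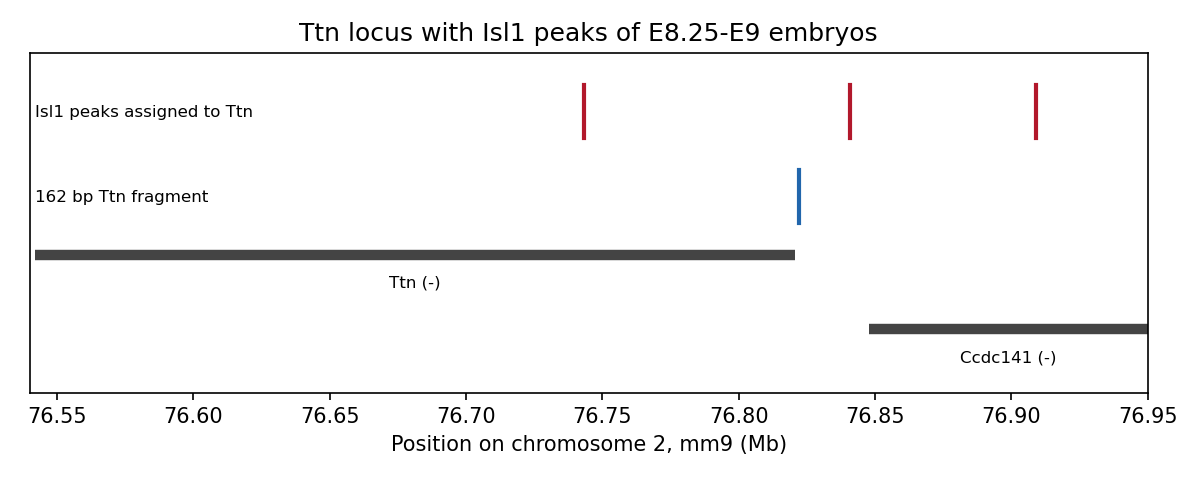
Map of the Ttn locus on chromosome 2 of mm9, with the position in Mb. Red lines mark the 3 Isl1 peaks of E8.25-E9 embryos assigned to Ttn, the blue line marks the 162 bp fragment, and grey bars are annotated protein-coding genes with their strand.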

The genomic DNA used corresponds to the following sequence:

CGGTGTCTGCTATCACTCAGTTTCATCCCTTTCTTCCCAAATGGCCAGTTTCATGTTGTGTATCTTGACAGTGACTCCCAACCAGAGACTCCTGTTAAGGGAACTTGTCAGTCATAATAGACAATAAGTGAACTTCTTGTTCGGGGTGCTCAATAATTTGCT

Using biotin labeled PCR primers *Ttn* DNA was amplified and purified using PCR cleanup kit (Qiagen, 28004). Purified human recombinant histone H2A/H2B dimers (NEB#M2508S) and H3/H4 tetramers (NEB, M2509S) were purchased from NEB. DNA was assembled into nucleosomes as described in.^1^ Briefly, 2 µg of biotin labeled *Ttn* DNA was mixed with equimolar ratios of H2A/H2B dimer and H3/H4 tetramers at 1:1.4 DNA:Histone Octamer molar ratio in buffer containing 10 mM Tris-HCl pH 8.0, 5 M urea, 2 M NaCl, 1 mM EDTA and 0.1 mg/ml BSA. Nucleosome assembly was carried out using the salt gradient dialysis method with a buffer series containing 2 M, 1.5 M, 1 M, 0.8 M and 0.6 M, NaCl in 10 mM Tris pH 8.0, 1 mM EDTA pH 8.0, 5 M Urea and 10 mM β-mercaptoethanol at 4 °C. Buffer exchange was performed every 4 h. Finally, the nucleosomes were dialyzed in 0.6 M NaCl or 0.1 M NaCl, 10 mM Tris pH 8.0, 1 mM EDTA pH 8.0 and 1 mM β-mercaptoethanol buffer without urea for 4 h and O/N respectively at 4 °C.

### Binding reactions and Electrophoretic mobility shift assays

Biotin labeled free *Ttn* DNA, nucleosomal *Ttn* DNA and increasing concentrations of *Isl1* protein (0 to 1 µM) or nuclear extract from Nkx2.5 overexpressing cells were incubated in binding buffer containing 40 mM KCl, 15 mM HEPES pH8.0, 1 mM EDTA pH8.0, 0.5 mM DTT, 2 mM MgCl_2_, 5% glycerol, 10 ng/µl poly dI/dC and 0.1 mg/ml BSA for 30 min at RT. The free and bound DNA was resolved on 4% PAGE gel in 0.5X Tris borate-EDTA (TBE) and transferred onto a Biodyne® B Nylon Membrane (Thermo Fisher Scientific Cat# 77016) in 0.5X TBE for 1 h at 350 mAmp. Detection of the biotin-labeled DNA was performed with Chemiluminescent Nucleic Acid Detection Module (Thermo Fisher Scientific Cat# 89880) according to manufacturer’s instructions. For competition assays 0.5 µM *Isl1* protein was used in combination with 80-fold molar excess of specific (Insulin enhancer; 5′CCCTTGTTAAGACTCTAATTACCCTAG3′) and nonspecific (NS; 5′CAAGCAAAACAAACCA3′) double stranded oligos as competitors. Representative results of three independent nucleosomal assembly, binding and competition assays are presented.

### Statistics and reproducibility

All experiments were performed at least three independent times (unless noted otherwise) and respective data were used for statistical analyses. Differences between groups were assessed using a two-tailed Student’s t-test in Microsoft Excel. *p* values represent significance *p* ≤ 0.05*, *p* ≤ 0.01**, *p* ≤ 0.005***.

## Supplementary information

Supplementary information, Figure S1

Supplementary information, Figure S2

Supplementary information, Figure S3

Supplementary information, Figure S4

Supplementary information, Figure S5

Supplementary information, Figure S6

Supplementary information, Figure S7

Supplementary information, Figure S8

Supplementary information, Table S1

Supplementary information, Table S2

Supplementary information, Table S3

Supplementary information, Table S4

Supplementary information, Table S5

Supplementary information, Table S6

Supplementary information, Table S7

Supplementary information, Table S8

## Data Availability

Sequencing data (ChIP-Seq, RNA-Seq, ATAC-Seq) have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE80383. All other data supporting the findings of this study are available from the corresponding authors on request.

# Supplementary material for: Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate
**Source:** Cell Res. 2019 Apr 25;29(6):486–501. doi: 10.1038/s41422-019-0168-1
**Supplement:** Supplementary file 1 — Supplementary information, Figure S1

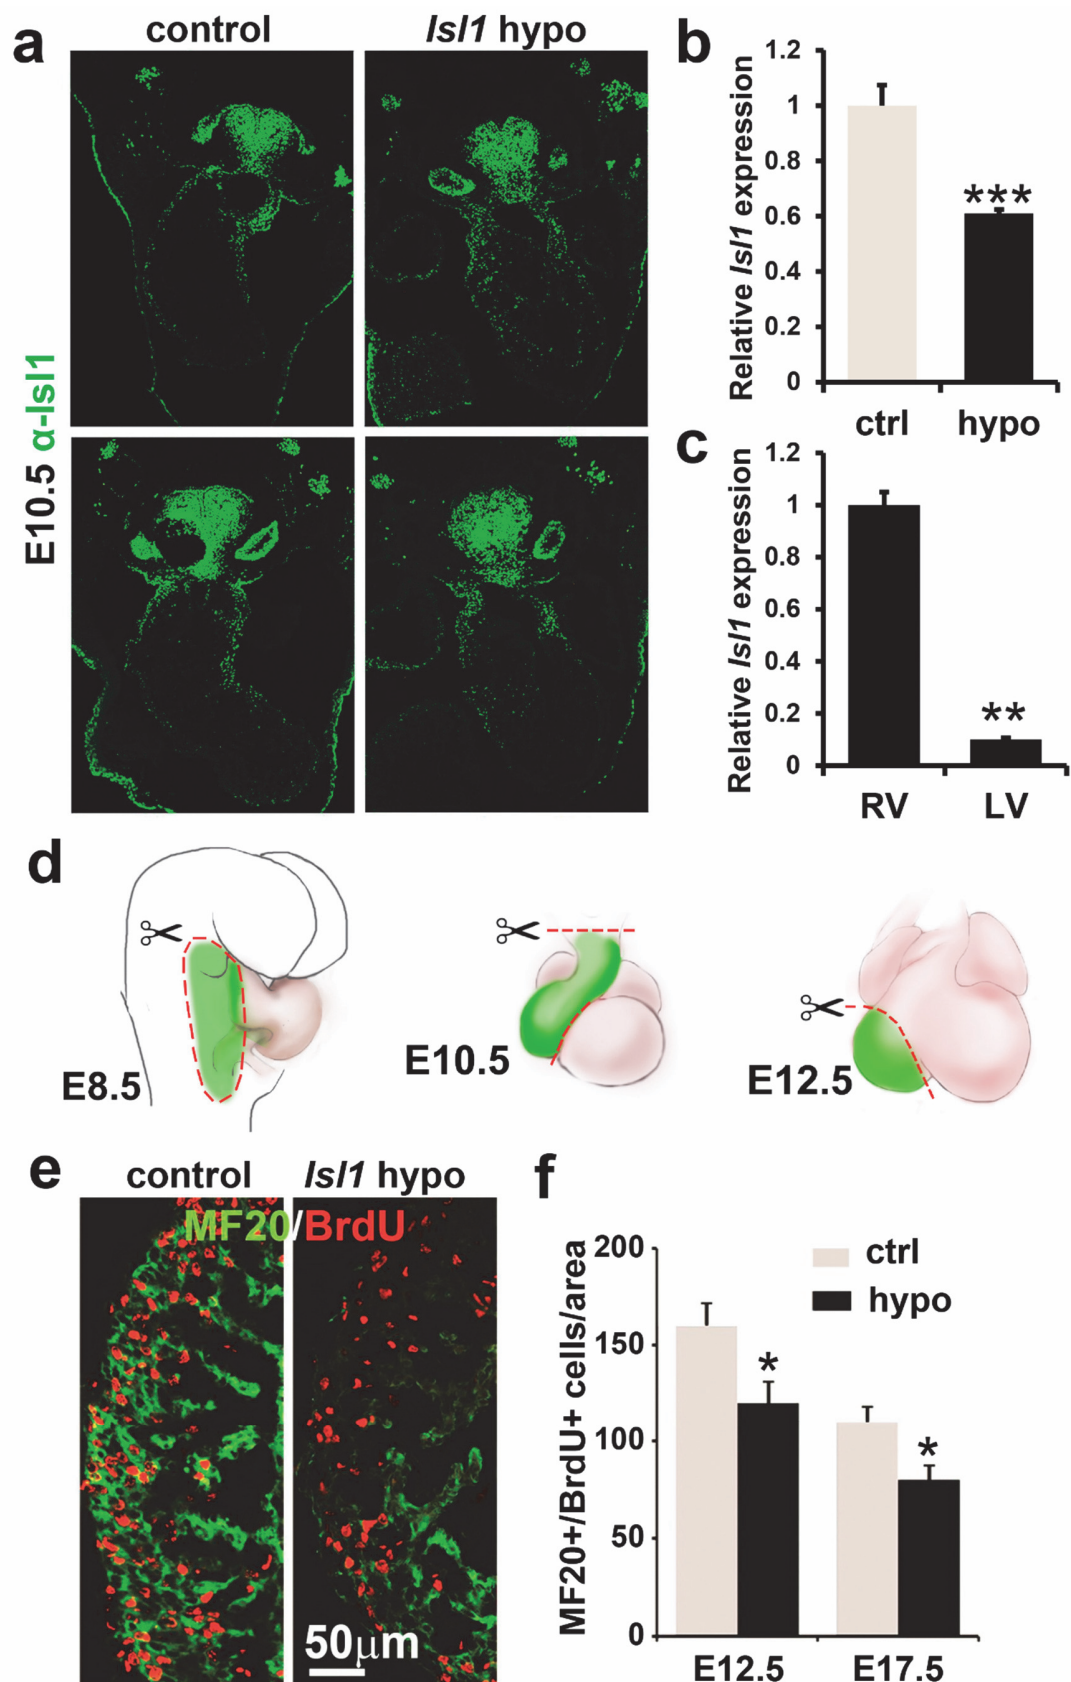

**Supplementary information, Figure S1 | Reduced cardiomyocyte proliferation and MF20 immunoreactivity in *Isl1* hypomorphic embryos.** (a) Immunostaining of control and *Isl1* hypomorphic embryos with anti *Isl1* antibody. (b) Relative *Isl1* mRNA expression in OFT+RV of control and *Isl1* hypomorphic embryos. (c) Relative *Isl1* mRNA expression in RV versus LV of E10.5 wild-type embryos. (d) Schematic representation of the dissection procedures used in the study: E8.5, pharyngeal mesoderm labeled in green; E10.5, OFT+RV in green; E12.5, RV in green. (e) Co-immunostaining of control and *Isl1* hypomorphic right ventricles (hypo) with BrdU and MF20 at E12.5 showing a marked reduction in the number of BrdU+ cardiomyocytes (MF20+) and MF20 immunoreactivity. (f) Quantification of BrdU+/ MF20+ cells in RV free wall at E12.5 and E17.5. Data represent mean  $\pm$  SEM, n=4.

# Supplementary material for: Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate
**Source:** Cell Res. 2019 Apr 25;29(6):486–501. doi: 10.1038/s41422-019-0168-1
**Supplement:** Supplementary file 2 — Supplementary information, Figure S2

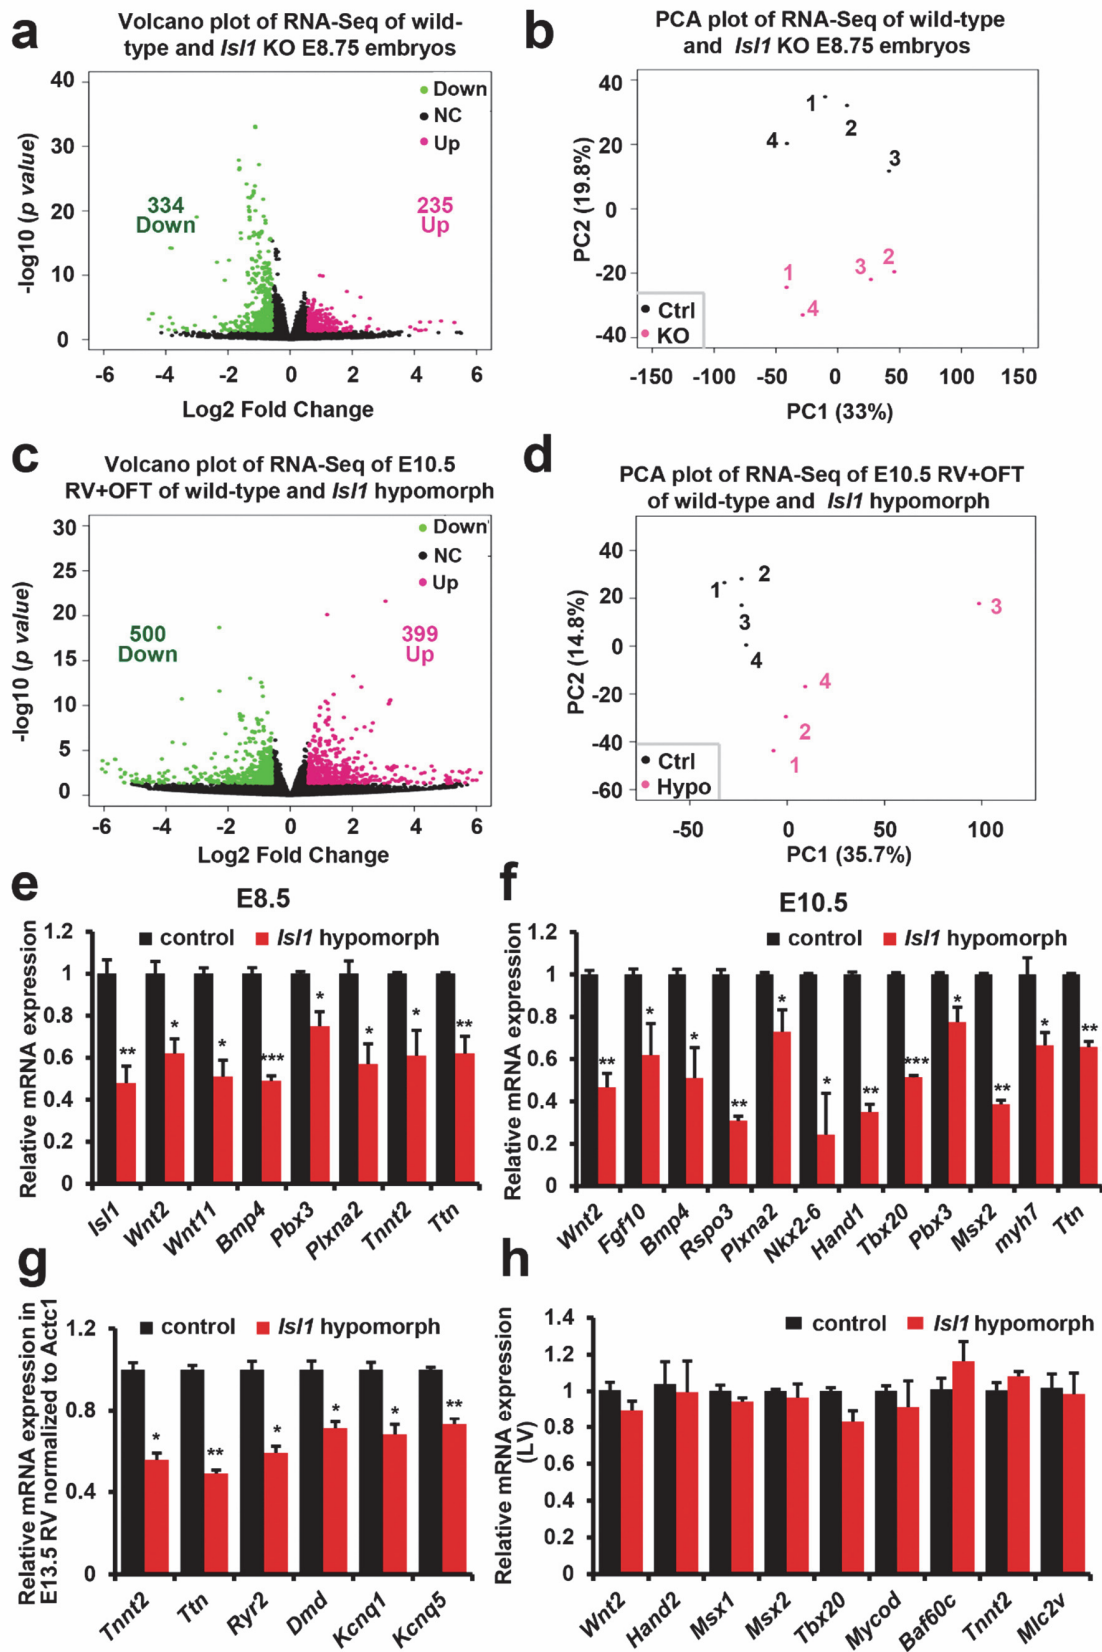

**Supplementary information, Figure S2 | Gene expression changes in control and *Isl1* hypomorphic or *Isl1* knockout embryos.** (a) Volcano plot of RNA-Seq analysis of dissected pharyngeal mesoderm and hearts of wild-type and E8.75 *Isl1* knockout embryos. Down- and upregulated genes (n=4, fold change > 1.5; log2 fold change < -0.58, >0.58; p-value < 0.05) are reported as green and magenta dots, respectively. Not differentially expressed genes are represented as black dots. (b) Principal component analysis (PCA) of variance stabilized transformed RNA-Seq read counts of top 10,000 genes of wild-type and E8.75 *Isl1* knockout embryos (n=4). (c) Volcano plot of RNA-Seq analysis of dissected OFT and RV of E10.5 wild-type and *Isl1* hypomorphic embryos. Down- and upregulated genes (n=4, fold change > 1.5; log2 fold change < -0.58, >0.58; p-value < 0.05) are reported as green and magenta dots, respectively. Not differentially expressed genes are represented as black dots. (d) Principal component analysis (PCA) of variance stabilized transformed RNA-Seq read counts of top 10,000 genes of OFT and RV of E10.5 wild-type and *Isl1* hypomorphic embryos (n=4). (e, f) Relative mRNA expression of selected *Isl1* bound genes involved in OFT septation and cardiomyocyte (CM) contraction and structure in dissected pharyngeal and outflow tract regions of E8.5 (e) or OFT and RV of E10.5 *Isl1* hypomorphic embryos (f). Data are mean+SEM, n=4. (g) Relative mRNA expression of selected *Isl1* bound cardiomyocyte (CM) contraction and structural genes in dissected RV of E13.5 *Isl1* hypomorphic embryos. To account for the reduced RV myocardium wall thickness further normalization to cardiac *Actc1*, which is not *Isl1*-primary target, was performed. (h) Relative mRNA expression of selected *Isl1* bound genes in dissected LV of E12.5 control and *Isl1* hypomorphic embryos. Data represent mean  $\pm$  SEM, n=3.

# Supplementary material for: Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate
**Source:** Cell Res. 2019 Apr 25;29(6):486–501. doi: 10.1038/s41422-019-0168-1
**Supplement:** Supplementary file 3 — Supplementary information, Figure S3

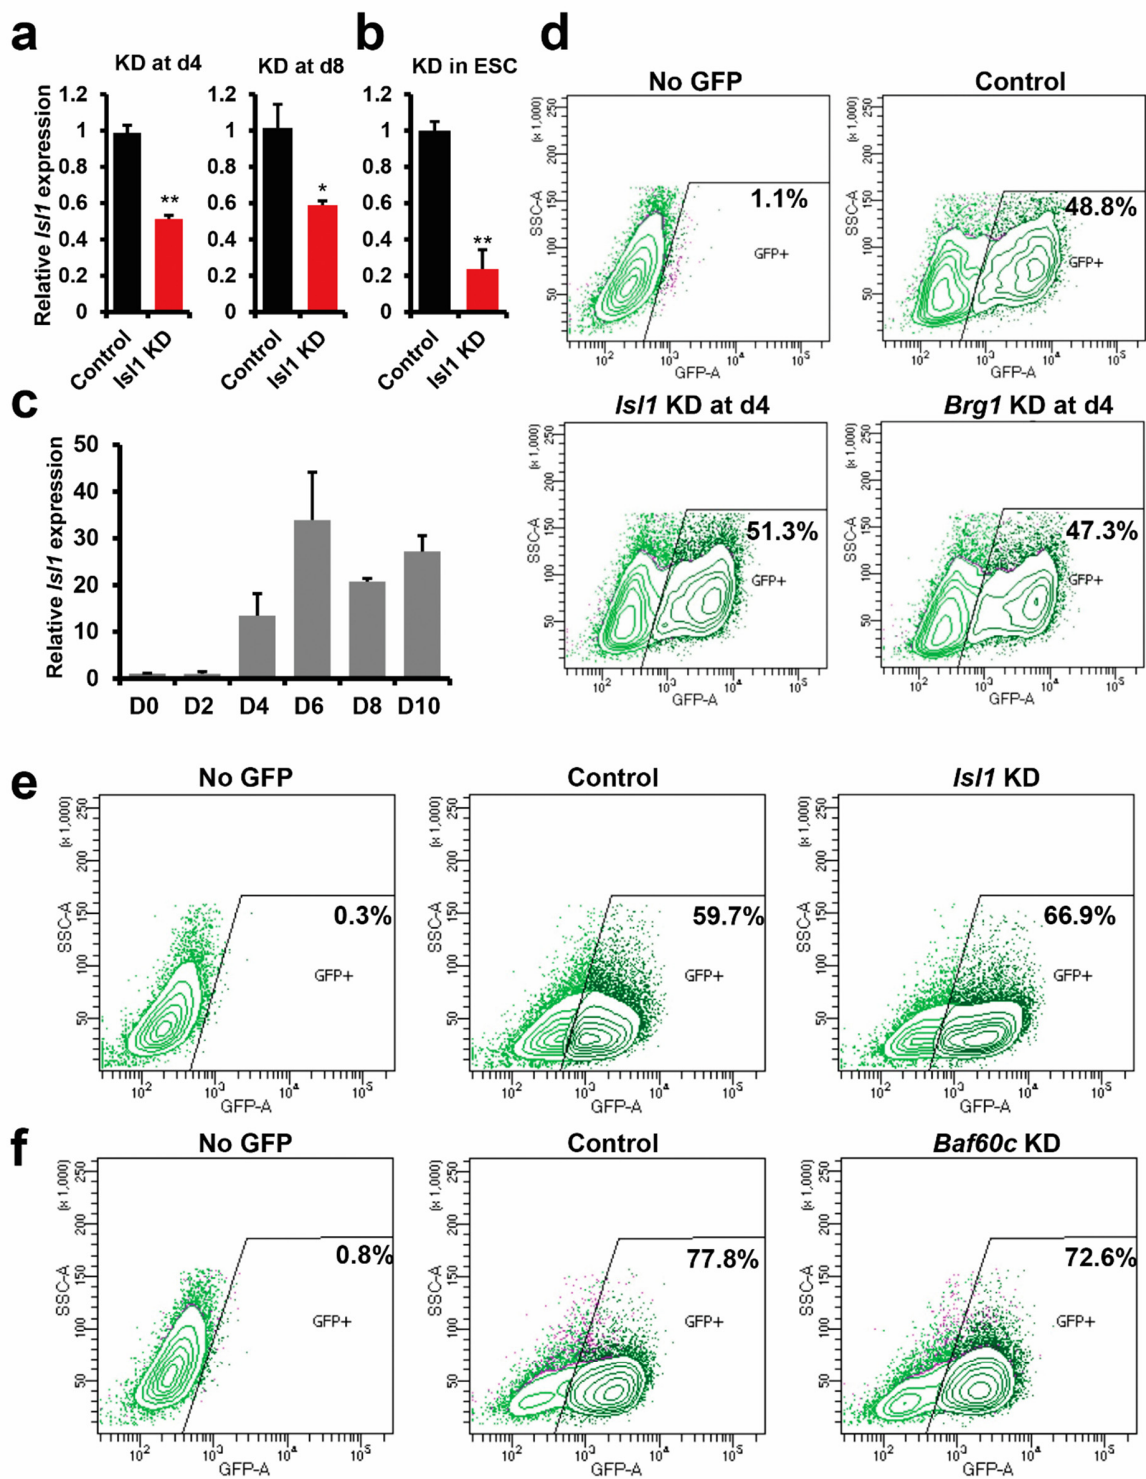

**Supplementary information, Figure S3 | Isl1 and Baf60c knockdown efficiency and differentiation efficiency of ESCs after *Isl1*, *Baf60c* or *Brg1* KD.** (a) Relative *Isl1* expression in cardiomyocytes after knockdown of *Isl1* at distinct stages of directed cardiac differentiation. (b) Relative *Isl1* expression in CPCs derived from ESC expressing control or *Isl1* shRNA. (c) Relative *Isl1* expression in the course of directed cardiac differentiation. (d) Percentage of Nkx2-5–GFP+ cells at CPC stage after *Isl1* or *Brg1* knockdown at d4. (e) Percentage of Nkx2-5–GFP+ cells, differentiated from E14, control Nkx2-5–GFP ESCs or Nkx2-5–GFP ESCs expressing shRNA against *Isl1*, at CPC stage. (f) Percentage of Nkx2-5–GFP+ cells, differentiated from E14, control Nkx2-5–GFP ESCs or Nkx2-5–GFP ESCs expressing shRNA against *Baf60c*, at CPC stage.

# Supplementary material for: Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate
**Source:** Cell Res. 2019 Apr 25;29(6):486–501. doi: 10.1038/s41422-019-0168-1
**Supplement:** Supplementary file 4 — Supplementary information, Figure S4

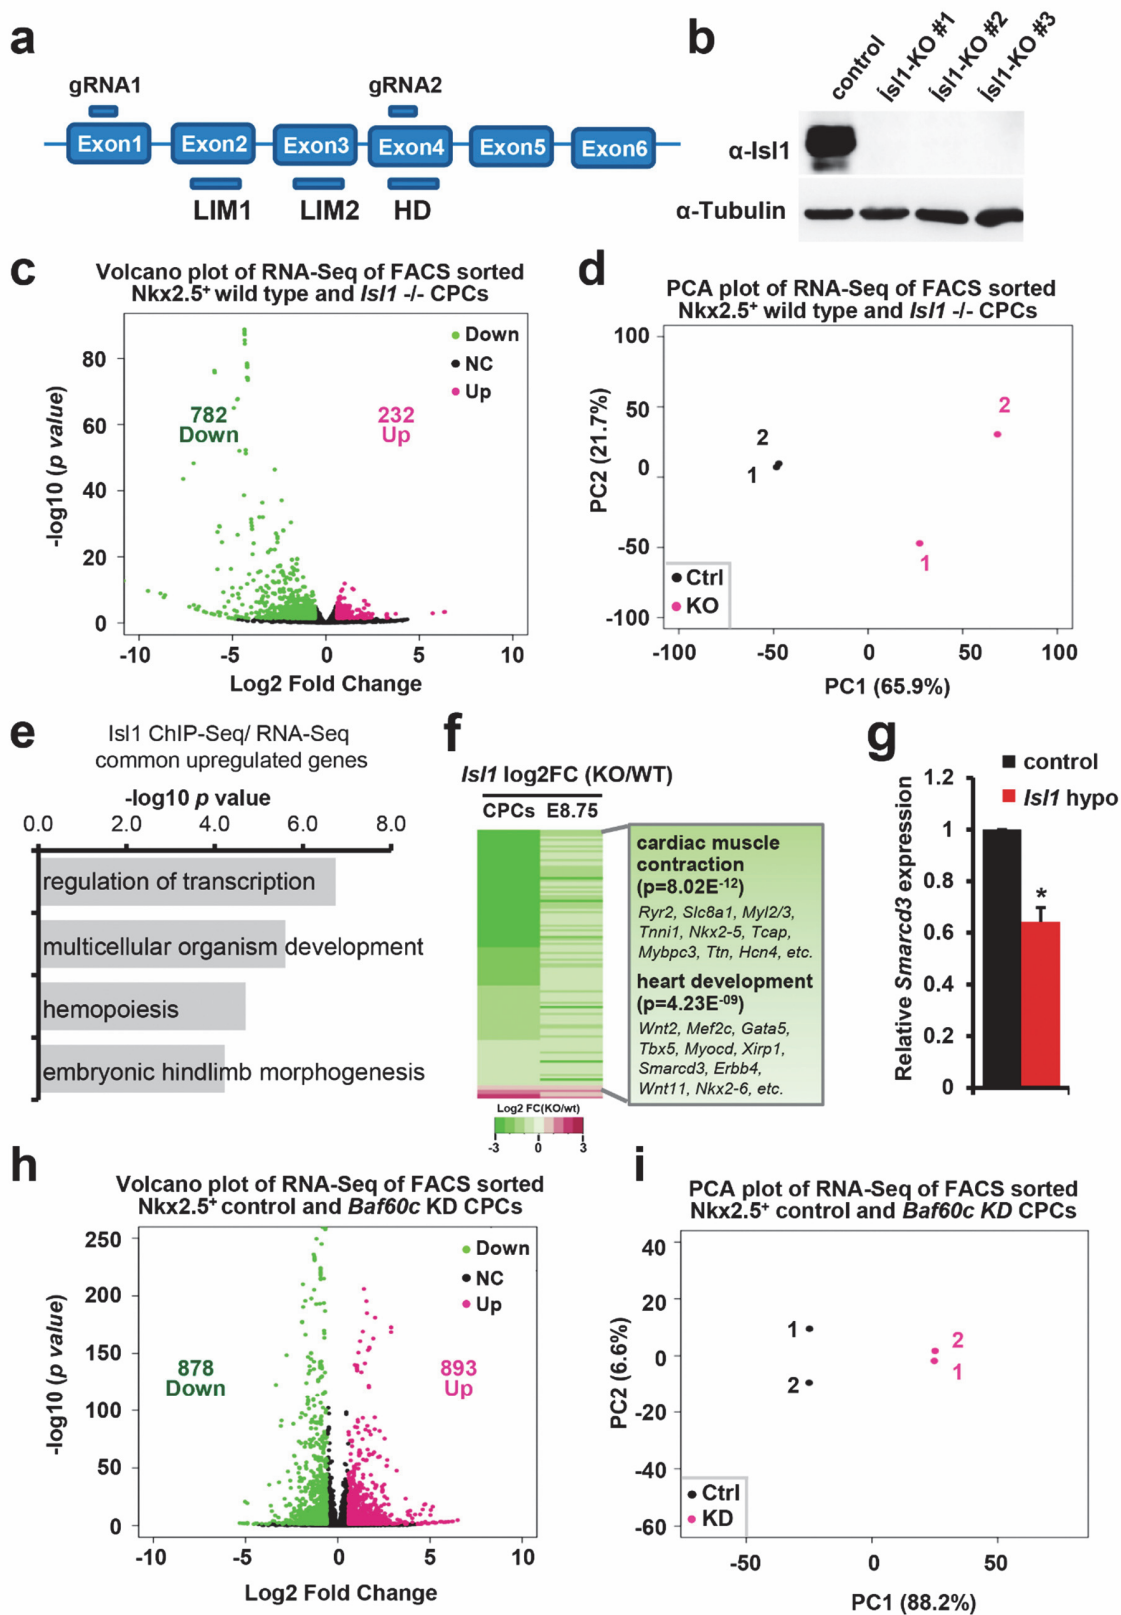

**Supplementary information, Figure S4 | Gene expression changes in control, *Isl1*<sup>-/-</sup> and *Baf60c* KD mESC-derived CPCs.** (a) Schematic representation of the strategy used to generate *Isl1*<sup>-/-</sup> mESCs using the CRISPR/Cas9 gene editing technology. (b) Western blot analysis of protein extracts from control and *Isl1*<sup>-/-</sup> CPCs (day 5) derived from control and *Isl1*<sup>-/-</sup> mESCs. Tubulin served as a loading control. (c) Volcano plot of RNA-Seq analysis of FACS-sorted Nkx2.5<sup>+</sup> CPCs derived from two independent control and *Isl1*<sup>-/-</sup> mESC clones. Down- and upregulated genes (n=2, fold change > 1.5; log2 fold change < -0.58, >0.58; p-value < 0.05) are reported as green and magenta dots, respectively. Not differentially expressed genes are represented as black dots. (d) Principal component analysis (PCA) of variance stabilized transformed RNA-Seq read counts of top 10,000 genes of control and *Isl1*<sup>-/-</sup> Nkx2.5<sup>+</sup> CPCs (n=2). (e) GO terms enriched in genes bound by Isl1 in ESC-derived CPCs and upregulated in *Isl1*<sup>-/-</sup> CPCs. (f) Heatmap of genes bound by Isl1 and deregulated in both RNA-Seq analysis, of dissected pharyngeal mesoderm and hearts of wild-type and E8.75 Isl1 knockout embryos (n=4) and of control and *Isl1*<sup>-/-</sup> Nkx2.5<sup>+</sup> CPCs (n=2) (fold change > 1.5, p < 0.05). Representative genes and enriched GO terms are presented on the right side. (g) Relative mRNA expression of *Baf60c* (*Smarcd3*) in dissected OFT and RV of E10.5 control and Isl1 hypomorphic embryos. Data represent mean ± SEM, n=3. (h) Volcano plot of RNA-Seq analysis of FACS-sorted control and *Baf60c* KD Nkx2.5<sup>+</sup> CPCs. Down- and upregulated genes (n=2, fold change > 1.5; log2 fold change < -0.58, >0.58; p-value < 0.05) are reported as green and magenta dots, respectively. Not differentially expressed genes are represented as black dots. (i) Principal component analysis (PCA) of variance stabilized transformed RNA-Seq read counts of top 10,000 genes of control and *Baf60c* KD Nkx2.5<sup>+</sup> CPCs (n=2).

# Supplementary material for: Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate
**Source:** Cell Res. 2019 Apr 25;29(6):486–501. doi: 10.1038/s41422-019-0168-1
**Supplement:** Supplementary file 5 — Supplementary information, Figure S5

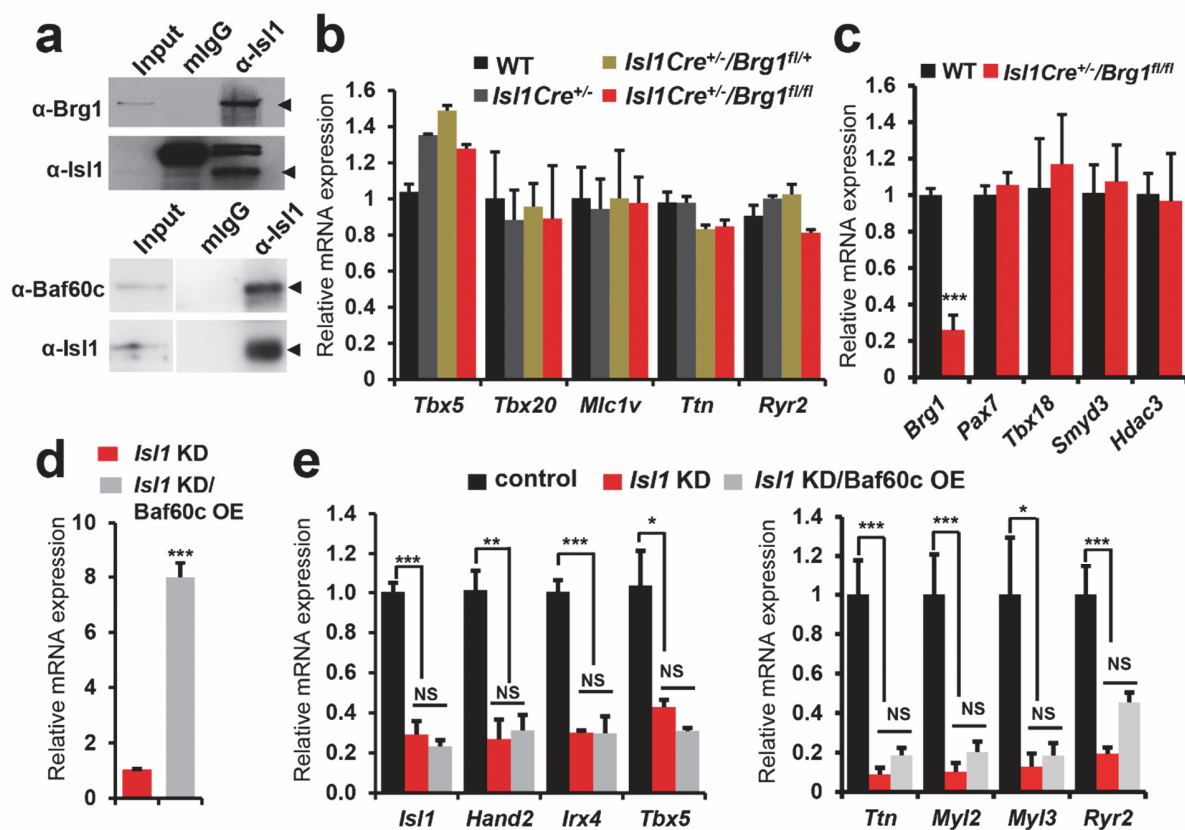

**Supplementary information, Figure S5 | Isl1 works in concert with the Brg1-based SWI/SNF complex to regulate its target gene expression.** (a) Co-immunoprecipitation showing interaction between Isl1 and Brg1 or Baf60c in mESC-derived CPCs. (b) Relative mRNA expression levels of Isl1/Brg1-Baf60c common targets in dissected left ventricle of E10.5 wild-type, *Isl1Cre<sup>+/-</sup>*, *Isl1Cre<sup>+/-</sup>/Brg1<sup>fl/fl</sup>* and *Isl1Cre<sup>+/-</sup>/Brg1<sup>fl/fl</sup>* embryos. Data are mean+SEM, n=3. (c) Relative mRNA expression levels of *Brg1* and genes not regulated by Isl1 in dissected OFT and RV of wild-type, *Isl1-Cre<sup>+/-</sup>*, *Isl1-Cre<sup>+/-</sup>/Brg1<sup>fl/fl</sup>* and *Isl1-Cre<sup>+/-</sup>/Brg1<sup>fl/fl</sup>* E10.5 embryos. Data are mean ± SEM, n=3. (d) Relative *Baf60c* expression in *Isl1* KD and *Isl1*KD/*Baf60c* overexpressing (*Isl1*KD/*Baf60c* OE) CPCs. (e) Relative mRNA expression levels of Isl1/Brg1-Baf60c common targets in control, *Isl1* KD and *Isl1*KD/*Baf60c* overexpressing (*Isl1*KD/*Baf60c* OE) d5 EBs (left panel) or d9 EBs (right panel).

# Supplementary material for: Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate
**Source:** Cell Res. 2019 Apr 25;29(6):486–501. doi: 10.1038/s41422-019-0168-1
**Supplement:** Supplementary file 6 — Supplementary information, Figure S6

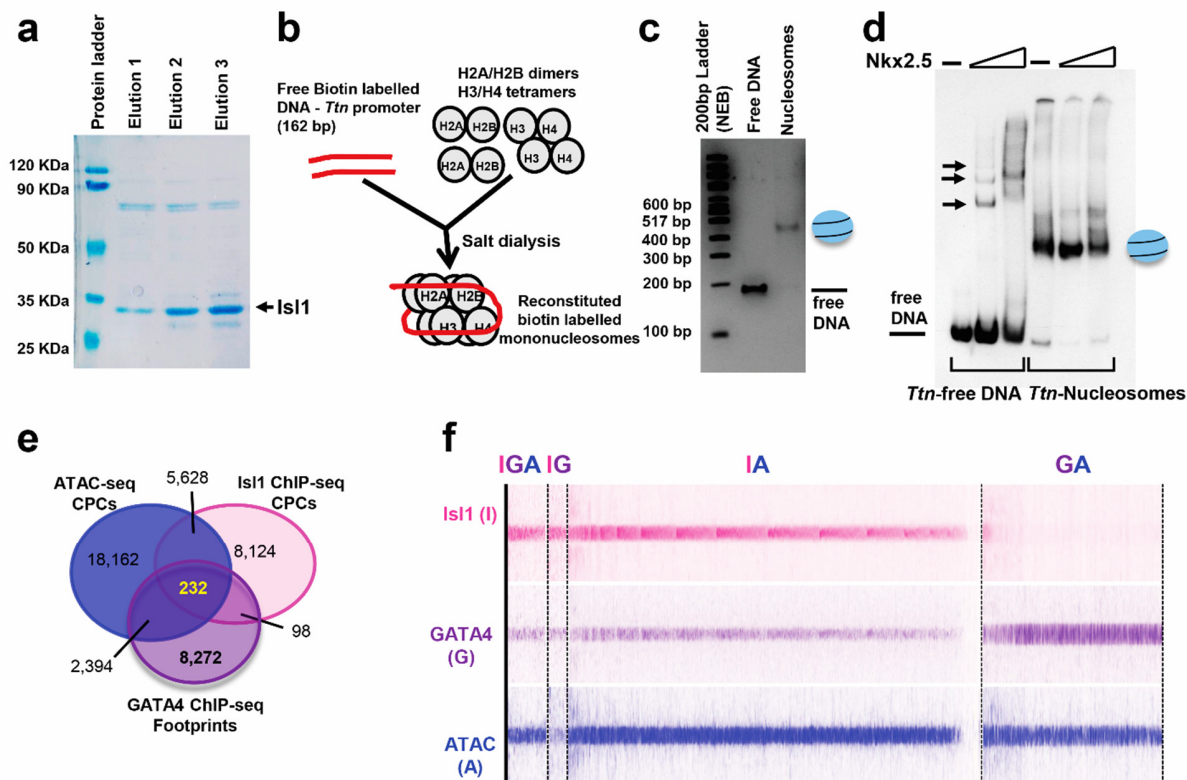

**Supplementary information, Figure S6 | IsI1 recognizes its DNA binding motif on DNA wrapped around nucleosomes and IsI1 binding correlates with sites of open chromatin. (a-c) IsI1 purification and nucleosome assembly. SDS PAGE gel stained with Coomassie brilliant blue showing purified recombinant IsI1-HD protein (a). Scheme illustrating the assembly of nucleosomes on 162bp *Ttn* genomic DNA fragment (b). Free and nucleosomal *Ttn* DNA visualized by ethidium bromide staining (c). (d) EMSA with increasing amount of nuclear extract from Nkx2-5 overexpressing HEK293T cells and free *Ttn* DNA fragment (left, lane 1-3) and the same fragment assembled into nucleosomes (right, lane 4-6). (e) Overlap of all IsI1 ChIP-Seq, GATA4 ChIP-exo average footprints<sup>32</sup> and ATAC-Seq peaks (top). (f) Heatmap of mapped reads of IsI1 ChIP-Seq, GATA4 ChIP-exo average footprints<sup>32</sup> and ATAC-Seq at  $\pm 2$  kb around peak midpoints of IsI1, GATA4 and ATAC (IGA); IsI1 and GATA4 (IG); IsI1 and ATAC (IA); GATA4 and ATAC (GA) occupancy groups.**

# Supplementary material for: Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate
**Source:** Cell Res. 2019 Apr 25;29(6):486–501. doi: 10.1038/s41422-019-0168-1
**Supplement:** Supplementary file 7 — Supplementary information, Figure S7

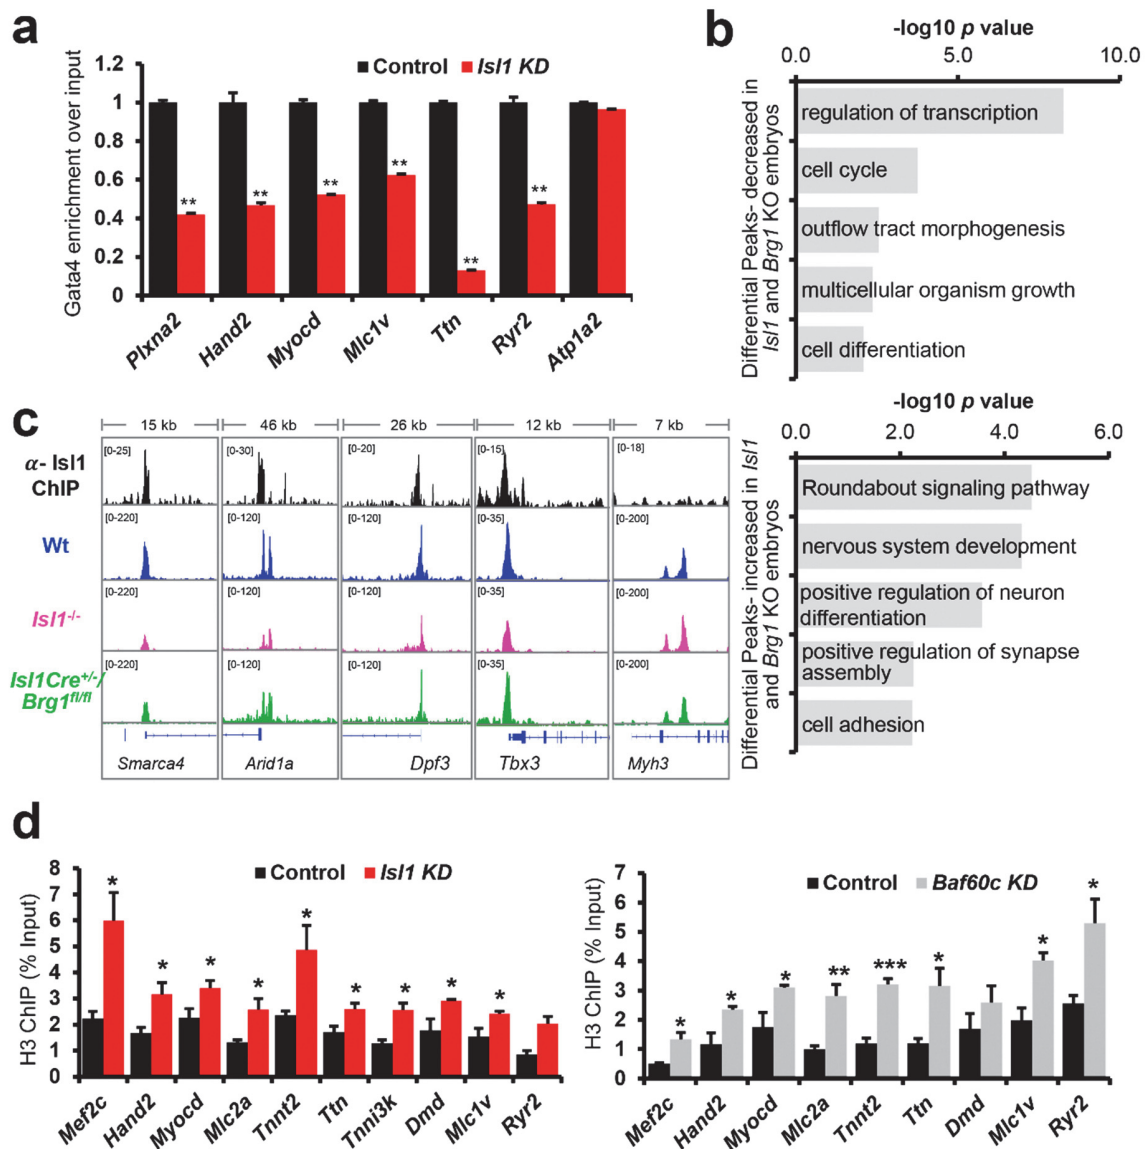

**Supplementary information, Figure S7 | *Isl1* and the *Brg1*-*Baf60c* complex induce chromatin reorganization in CPCs. (a)** ChIP-qPCR to analyze GATA4 occupancy at *Isl1*- bound sequences in control and *Isl1* KD CPCs. *Atp1a2*, a gene not bound by *Isl1*, serves as a negative control. **(b)** GO terms enriched in ATAC-Seq peaks decreased (top panel) or increased (lower panel) in both *Isl1*<sup>-/-</sup> and *Isl1*-*Cre*<sup>+/-</sup>*Brg1*<sup>fl/fl</sup> embryos versus control embryos (n=3). **(c)** Examples of genes showing decreased ATAC-Seq signals at *Isl1* binding sites in both *Isl1*<sup>-/-</sup> and *Isl1*-*Cre*<sup>+/-</sup>*Brg1*<sup>fl/fl</sup> embryos (*Smarca4*, *Arid1a*), genes bound by *Isl1* with decreased chromatin accessibility

only in *Isl1*<sup>-/-</sup> knockout embryos (*Tbx3*, *Dpf3*) and genes not bound by Isl1 showing no change in ATAC signal in both *Isl1*<sup>-/-</sup> and *Isl1-Cre*<sup>+/-</sup>*Brg1*<sup>fl/fl</sup> embryos (*Myh3*). Genome tracks of Isl1 ChIP-Seq and ATAC-Seq signals of wild-type, *Isl1*<sup>-/-</sup> and *Isl1-Cre*<sup>+/-</sup>*Brg1*<sup>fl/fl</sup> embryos are presented. **(d)** ChIP-qPCR analysis of relative H3 occupancy at selected Isl1 target genes in control and *Isl1* knockdown CPCs (left) and control and *Baf60c* knockdown CPCs (right). Data are mean ± SEM, n=3.

# Supplementary material for: Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate
**Source:** Cell Res. 2019 Apr 25;29(6):486–501. doi: 10.1038/s41422-019-0168-1
**Supplement:** Supplementary file 8 — Supplementary information, Figure S8

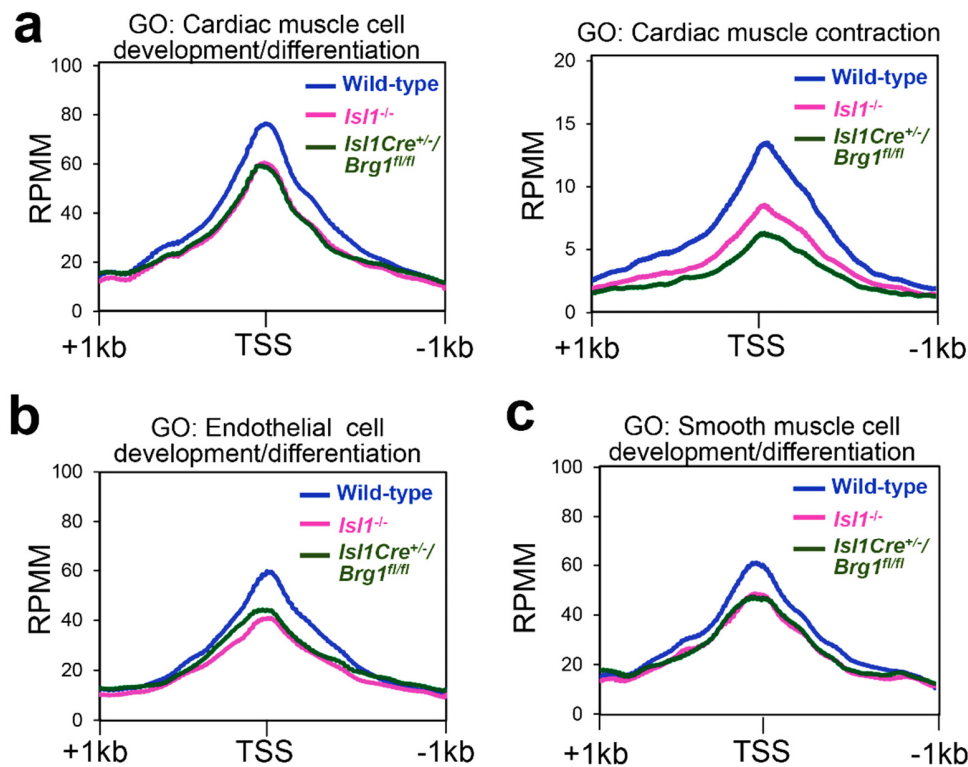

**Supplementary information, Figure S8 | *Isl1* and the *Brg1*-*Baf60c* complex induce chromatin reorganization in CPCs. (a-d) Average ATAC-Seq tag intensities at TSS $\pm$  1kb of cardiac development and differentiation genes (a, left panel), cardiac contraction genes (a, right panel), as well as smooth muscle (b) and endothelial (c) development and differentiation genes in E8.75 wild-type, *Isl1*<sup>-/-</sup> and *Isl1-Cre*<sup>+/-</sup>*Brg1*<sup>fl/fl</sup> embryos (n=3).**

How the deposited data were processed for this re-analysis (not part of the article)

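Isl1 binding by ChIP-Seq was taken from a peak list deposited for 1 sample of pooled cardiogenic regions from E8.25-E9 mouse embryos. An input sample of the same tissue is described for the experiment and its signal was not analysed here. The authors mapped the reads to mm9 with bowtie2, removed duplicates with Picard, called peaks with MACS at a fixed p-value threshold, removed peaks over the ENCODE blacklist and annotated each peak with the closest TSS. The deposited values are positions and distances in bp. They carry no height, enrichment or p-value per peak and no number of reads, so the depth of the sample is unknown and no precision could be given for a single peak. A second header line inside the list was skipped.

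Peaks were compared with the rows that could be read of the supplementary tables of the paper, which are shortened: 1998 rows each of the embryo Isl1 peaks (Table S3), the CPC Isl1 peaks (Table S4), the CPC ATAC-Seq peaks (Table S7), the E8.75 ATAC-Seq peaks (Table S8) and the RNA-Seq results at E8.75 and E10.5 (Tables S1 and S2). The log2 fold changes and p-values of the RNA-Seq are those that the authors list, and shares computed from these tables are shares over the part read.

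Genes were matched by name, and protein-coding genes were used for all comparisons by gene, as in the paper's methods. Deregulated genes had an absolute log2 fold change above 0.58 and a p-value below 0.05, and genes with a mean normalized count of at least 10 formed the background. A gene counted as deregulated if any of its transcripts passed. Shares were given 95% Wilson intervals, which cover counting error only. Deregulated and other genes were compared with a two-sided Fisher's exact test, and with 10000 random gene lists matched on mean expression in 10 groups. Overlaps of peaks of at least 1 bp were compared with 1000 circular shifts within each chromosome, one-sided. To see what binding of genes a random placement gives, the embryo peaks were also shifted 1000 times and assigned to the closest protein-coding TSS of GENCODE vM1 (NCBIM37, the same assembly as mm9), and the same number of positions was drawn 1000 times from the 176892 purine or pyrimidine runs of at least 50 bp in the genome, and again from the 123142 of these runs whose midpoint lies outside every embryo peak. Of the genes compared there, 1116 of 1220 CPC-bound genes, 32 of 39 genes deregulated at E8.75 and 55 of 62 at E10.5 were found by name in GENCODE.

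Sequence was read from the NCBIM37 genome in windows of 200 bp around peak midpoints and 1 kb to either side. A run was at least 25 consecutive purines or 25 consecutive pyrimidines on the reference strand. The run was defined after the sequence under the peaks had been looked at. Runs inside the E8.75 ATAC-Seq peaks were compared with 1000 draws of runs in the same length groups from the rest of the same chromosomes, one-sided. Whether a peak lay in an exon, an intron or between genes was taken from GENCODE vM1.

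The genes named in the text were chosen before the data were examined: every gene that the paper names on Isl1 targets or shows as a track, the genes it names as not bound, Isl1 itself and the 5 genes with the most peaks. Not every gene under this rule is reported here. No list of the highest peaks was made, because the list gives no height. Alternatives covered wider peaks, at least 2 peaks per gene, peaks within 10 kb of the TSS, matching by RefSeq accession, other thresholds for deregulated genes, other definitions of overlap and chromosome 10 alone. The stricter p-value threshold for peaks was replaced by peak width, as planned for a list without p-values.

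The statistics were tested on simulated data. Of 100 pairs of lists placed at random, 5 had an overlap past the threshold of 0.05. With 300 shared peaks planted, 297.2 were found above the mean of the shifts. With binding drawn independently of expression, 11 of 200 lists passed Fisher's exact test, and all 1000 planted runs were found. The draws of binding gave every gene the same probability and so leave out the effect of gene spacing, which the shifted peaks address. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.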

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

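The tests in this part were chosen after the sequence under the peaks had been seen, and only the outcomes of shuffling the peak centres and of comparing runs of the same length were not known when those tests were written down. The comparison of runs was added after the overlap with E8.75 ATAC-Seq peaks had been seen. The paper does not report the sequence composition of the embryo Isl1 peaks, and a strong signal appeared there: 94.1% of the 48295 embryo peaks held a run of at least 25 purines or pyrimidines within 100 bp of the midpoint. With a minimum of 40 bp the share was 91.2%, against 2.17% in windows 1 kb away.

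The surrounding sequence does not account for the runs, since 3.93% of windows 1 kb from the midpoint held one. Base composition alone did not account for them either: after shuffling the bases of each centre, 38.6% still held a run, although the shuffled bases carry the composition of the runs themselves. The runs were not a general feature of the peak lists of the paper, as 2.10% of CPC ATAC-Seq peak centres held one. CPC Isl1 peaks, which the methods describe as precipitated with the same antibody, held runs at 16.5% of centres against 3.53% at 1 kb. A feature of the Isl1 antibody or of the ChIP procedure could place runs in both lists. A shared antibody by itself leaves the gap between 16.5% and the 94.1% of embryo peaks unexplained. Runs lay at 69.3% of CPC Isl1 peaks that overlapped an embryo peak and at 2.22% of the others. ATAC-Seq differs from ChIP in too many steps to separate the antibody from the procedure.

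A biological explanation through open chromatin was tested with the E8.75 ATAC-Seq peaks. Their overlap with embryo Isl1 peaks holding a run was 0.920 times the overlap after shifting (one-sided permutation p = 0.758). The centres of these ATAC-Seq peaks held runs less often than windows 1 kb away, 1.95% against 4.98%, so shifting the peaks raises the overlap expected and this value could not tell whether the runs lie in open chromatin. Runs were therefore compared with runs of the same length: of 424 runs inside the ATAC-Seq peaks read, 43 (10.1%, 95% Wilson interval 7.62 to 13.4%) lay under an embryo Isl1 peak, against 11.0% of runs of the same length elsewhere on these chromosomes, 0.920 times as many (one-sided permutation p = 0.772). No excess was seen, and the interval leaves room for a small one. The runs elsewhere include those in ATAC-Seq peaks of rows that were not read. Binding in closed chromatin, which the paper describes for Isl1, is not addressed by this comparison. The TAAT core was present at 35.2% of the centres of peaks with a run and at 73.9% of windows 1 kb away, but it was also less frequent at the centres of CPC Isl1 peaks (18.1% against 63.9%), where GC content was higher, so the motif count could not tell whether Isl1 binds its motif there.

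The share of genomic runs that lay under a peak rose with their length. On chromosomes 10 and 19 it was 1.50% of runs of 15 to 19 bp, 5.80% of runs of 30 to 49 bp, 21.3% of runs of 50 to 99 bp and 49.7% of runs of at least 100 bp. A candidate explanation is that such sequence is enriched in the library itself, by mapping, amplification or hybridization, and not through Isl1. Binding of a protein to the runs would give the same rise with length, and the input signal and the height of the peaks, which could separate these readings, were not analysed here. The pattern therefore cannot be told apart from a technical source.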

How the results depend on the processing

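The alternatives were set before the data were examined, except the settings that split the peaks by purine or pyrimidine run and the assignment of peaks to the closest GENCODE TSS, which were chosen after seeing the data. Of the 66 alternative values computed, 47 kept their direction and side of the threshold, or stayed within the interval or within 1.5 times of the main count. No paired analysis was possible because the binding data are a peak list deposited for 1 ChIP sample. The list has no p-value or height, so the stricter peak threshold and the strongest part of the list were both replaced by peak width and gave nearly the same peaks.

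The number of protein-coding genes bound in embryos fell from 11088 to 5480 with peaks within 10 kb of the TSS, to 6532 with at least 2 peaks per gene and to 2056 with peaks without a run. The share of CPC-bound genes also bound in embryos fell from 67.0% to 54.3% with peaks wider than the median, 54.4% with the widest 24147 peaks, 44.4% with at least 2 peaks per gene, 30.8% within 10 kb of the TSS and 16.6% with peaks without a run. Of the 28 transcription factor, signaling and structural genes taken from the paper's lists of Isl1 targets, 25 were bound in the main setting, 16 with at least 2 peaks, 11 within 10 kb and 6 with peaks without a run. Each of these settings keeps part of the peaks or asks for more peaks per gene, so these counts and shares could not rise. Why they fell by these amounts was not tested.

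At E8.75, the difference between deregulated and other genes was not past the threshold of 0.05 in any of the 12 alternatives. The direction reversed with upregulated genes alone (52.2% against 56.4% of other genes), with peaks assigned to the closest GENCODE TSS (53.1% of 32 genes against 59.0% of 934 others, p = 0.585, Fisher's exact test) and with peaks without a run (2.56% against 13.5%, p = 0.0503, Fisher's exact test). At E10.5, the difference was no longer past the threshold with peaks within 10 kb of the TSS (35.5%), with downregulated genes alone (71.0%) and with peaks without a run (19.4% against 12.6%, p = 0.17, Fisher's exact test). The cause was not tested. In the other 9 settings at E10.5 it stayed past the threshold, with shares from 40.9% when genes were matched by accession to 82.9% at p below 0.01.

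The overlap of CPC Isl1 peaks with embryo peaks stayed above the shifted overlap in all 7 alternatives. For the ATAC-Seq peaks it did so in all but 1 alternative each: with the embryo peaks that held a run, the overlap fell to 2.90% of E8.75 ATAC-Seq peaks and 1.70% of CPC ATAC-Seq peaks, below the shifted means of 3.15% and 3.17%. Merging peaks less than 1000 bp apart left 47184 of the 48295 peaks. All 1998 rows read from Table S3 matched the unmerged peaks by start and end, and also by an overlap of at least 1 bp.

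Depth limits these results in that it is unknown. A gene without a peak in this list cannot be called unbound, and no interval for the number of peaks or bound genes could be given. The small number of deregulated genes in the rows read, 39 at E8.75 and 62 at E10.5, sets the width of their intervals.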

Differences from the paper's values

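No value that could be compared differed from the paper's by more than 1.5 times in the main setting. The paper's value for the share of CPC-bound genes also bound in embryos is 71%, and the rows read from Table S4 gave 67.0%. None of the settings run reached the paper's value. With protein-coding genes, 11088 genes were bound in embryos, where the sum of the embryo fields is about 13000 genes in Fig. 3c, read by eye. All genes in place of protein-coding genes gave 12972, and the closest GENCODE TSS, a setting chosen after seeing the data, gave 12128. The other settings lay further below the figure: 8102 and 8098 with wider peaks, 6532 with at least 2 peaks per gene, 5480 with peaks within 10 kb of the TSS and 2056 with peaks without a run, the last also chosen after seeing the data.

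The order of the stages differed. The paper states a larger share of bound genes among those deregulated at E8.75, 75%, than among those deregulated at E10.5, 67%. Over the rows read and with embryo peaks alone, the share was 59.0% at E8.75 and 75.8% at E10.5, and a test of the stages against each other did not separate them (two-sided Fisher's exact test, p = 0.0986). At E8.75 every setting run stayed below the paper's 75%, the highest being 68.8% with downregulated genes alone. At E10.5 the main setting and 5 alternatives set before the data were examined lay above the paper's 67%, from 71.0% with downregulated genes alone to 82.9% at p below 0.01. So did the closest GENCODE TSS, with 80.0%, chosen after seeing the data. The others lay below it, the nearest at 61.3% with wider peaks. The Venn diagram of Fig. 3c has the order found here: its fields add up to about 67% at E8.75 and about 75% at E10.5 of deregulated genes bound in CPCs or embryos, and to about 52% and about 62% bound in embryos in Fig. 3c, read by eye. In the legend of Fig. 3e–g the paper takes genes bound in CPCs or embryos, while the shares here count embryo peaks only.

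The paper names Gata4, Gata5 and Smarcd3 among the Isl1 targets of its network, and the embryo list assigned 0 peaks to each of them. Hcn4 and Nkx2-6, shown with the genes bound by Isl1 and deregulated at both stages, also had 0 peaks in embryos. So did Pbrm1 and Smarca4, which the paper names among the SWI/SNF components with lower accessibility in Isl1 knockout embryos. The paper's network also draws on binding in CPCs.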

Other observations

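Tests that moved peaks by 10 kb, matched genes on expression or drew positions from the runs of the genome were written down before their results were seen, and the others after; the draw from runs outside the peaks was added once the first draw had been seen. Myh3, which the paper names as not bound by Isl1, and Actc1, which it names as not a primary target, had 0 peaks each in embryos. Other genes that the paper shows as tracks or names with them had peaks: Hif1a had 3, Twist1 had 2, Itgb3 had 7, Kcnq5 had 14, Xirp1 had 1, Shox2 had 7, Arid1a had 4 and Dpf3 had 10. All of these peaks held a purine or pyrimidine run except 1 peak of Itgb3 and the peak of Xirp1. The closest Twist1 peak lay 272.9 kb downstream of the TSS, in an intron of Hdac9.

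Open chromatin overlapped embryo Isl1 peaks more often than after shifting. Of 1998 E8.75 ATAC-Seq peaks 115 (5.76%) overlapped one, 1.72 times the shifted mean of 3.34% (one-sided permutation p = 0.001, the smallest the shifts can give), and of 1998 CPC ATAC-Seq peaks 95 (4.75%) did, 1.40 times the shifted mean (one-sided permutation p = 0.002). The 2858 embryo peaks without a run overlapped E8.75 ATAC-Seq peaks 13.5 times and CPC ATAC-Seq peaks 14.8 times as often as after shifting. The 45437 peaks with a run showed no excess: 0.920 times for E8.75 ATAC-Seq peaks (one-sided permutation p = 0.758) and 0.537 times for CPC ATAC-Seq peaks. Centres of ATAC-Seq peaks held fewer runs than their surroundings, so these 2 ratios cannot tell whether the runs lie in open chromatin. Regional clustering of both lists did not account for the overlap at E8.75, as ATAC-Seq peaks moved by 10 kb overlapped in 2.75% of cases. Peaks without a run also lay closer to genes: 21.5% (95% Wilson interval 20.0 to 23.0%) were within 1 kb of the TSS, against 1.39% (interval 1.29 to 1.50%) of peaks with a run.

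The overlap of CPC and embryo Isl1 peaks was tested against the runs present in both lists. With embryo peaks without a run the overlap was 32.6 times that after shifting (118 CPC peaks), and with peaks holding a run it was 5.69 times (308 CPC peaks), so the runs do not account for all of it. CPC peaks moved by 10 kb overlapped in 2.58% of cases, so regional clustering does not account for it. A hypothesis from these values is that the embryo list may mix a smaller set of peaks without a run, some of them in open chromatin, with a larger set at purine or pyrimidine runs, both of which overlap CPC peaks beyond the shifted level. It was found and tested on the same data, and the source of the larger set cannot be told apart from a technical one.

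The share of CPC-bound genes bound in embryos was set beside random placement of the embryo peaks. After shifting, 68.8% of the 1116 CPC-bound genes found in GENCODE were bound on average, against 67.1% observed (one-sided permutation p = 0.939). The number of embryo peaks and the spacing of genes are thus enough to give a share of this size, although the positions of the peaks themselves overlapped far beyond chance. The observed number of bound genes, 12128 by this assignment, was below all 1000 shifts (12368 to 12878), as was the number of peaks within 10 kb of a TSS (9073, against 9625 to 10332).

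For the higher share of bound genes among those deregulated at E10.5, expression level did not account for the difference (percentile 99.94 among matched lists). The spacing of genes accounted for part of it: shifted peaks gave a gap of 11.6 percentage points between deregulated and other genes on average, against 22.4 observed (one-sided permutation p = 0.006). Positions drawn from the long runs of the genome gave a gap of 16.1 points on average (one-sided permutation p = 0.0539), but 30.4% of these runs lay under an embryo peak themselves. Drawn from the runs outside the peaks, the gap was 14.4 points on average and the observed gap was larger than in most draws (one-sided permutation p = 0.017). The embryo peaks also differed from draws of all long runs in other measures: they reached fewer genes (12128, against at least 12249), fewer of them lay within 10 kb of a TSS (9073, against at least 9286), and at E8.75 the gap was -5.87 points against 7.38 on average (one-sided permutation p = 0.004 for a smaller gap). This gap at E8.75 has the opposite direction to the main assignment, which gave 59.0% of deregulated against 56.4% of other genes, and neither difference passed the threshold. The places of the runs may thus account for part of the gap at E10.5, and whether they account for all of it was not settled.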
